# An integrative approach to assessing effects of a short-term Western diet on gene expression in rat liver

**DOI:** 10.3389/fendo.2022.1032293

**Published:** 2022-10-26

**Authors:** Jaclyn E. Welles, Holly Lacko, Yuka Imamura Kawasawa, Michael D. Dennis, Leonard S. Jefferson, Scot R. Kimball

**Keywords:** diet-induced obesity, nonalcoholic fatty liver disease (NAFLD), mRNA translation, mTORC1, gene regulation, liver, metabolism

## Abstract

Consumption of a diet rich in saturated fatty acids and carbohydrates contributes to the accumulation of fat in the liver and development of non-alcoholic steatohepatitis (NASH). Herein we investigated the hypothesis that short-term consumption of a high fat/sucrose Western diet (WD) alters the genomic and translatomic profile of the liver in association with changes in signaling through the protein kinase mTORC1, and that such alterations contribute to development of NAFLD. The results identify a plethora of mRNAs that exhibit altered expression and/or translation in the liver of rats consuming a WD compared to a CD. In particular, consumption of a WD altered the abundance and ribosome association of mRNAs involved in lipid and fatty acid metabolism, as well as those involved in glucose metabolism and insulin signaling. Hepatic mTORC1 signaling was enhanced when rats were fasted overnight and then refed in the morning; however, this effect was blunted in rats fed a WD as compared to a CD. Despite similar plasma insulin concentrations, fatty acid content was elevated in the liver of rats fed a WD as compared to a CD. We found that feeding had a significant positive effect on ribosome occupancy of 49 mRNAs associated with hepatic steatosis (e.g., LIPE, LPL), but this effect was blunted in the liver of rats fed a WD. In many cases, changes in ribosome association were independent of alterations in mRNA abundance, suggesting a critical role for diet-induced changes in mRNA translation in the expression of proteins encoded by those mRNAs. Overall, the findings demonstrate that short-term consumption of a WD impacts hepatic gene expression by altering the abundance of many mRNAs, but also causes wide-spread variation in mRNA translation that potentially contribute to development of hepatic steatosis.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) refers to a spectrum of conditions ranging from nonalcoholic liver (NAFL) to nonalcoholic steatohepatitis (NASH) and is the most common cause of chronic liver failure worldwide and is the second leading indicator for liver transplant (1, 2). It is defined as the presence of steatosis in >5% of hepatocytes in the absence of excessive alcohol consumption (3). The development of NAFLD is highly and positively associated with obesity and type 2 diabetes. Indeed, overnutrition is one of the leading causes of NAFLD. Moreover, a subset of patients (3-15%) develop NASH, resulting in fibrosis, liver injury, and in some cases (4-27%) the development of hepatocellular carcinoma (HCC). The accumulation of other lipids including triglycerides, diacylglycerols, and ceramides likely contributes to the progression from NAFL to more aggressive forms such as NASH (4). In addition, the accumulation of fat in the liver is exacerbated by the development of insulin resistance in adipose tissue, leading to increased delivery of free fatty acids and glycerol to the liver, placing an additional burden for hepatic health (5, 6). There are a number of rodent models of NAFLD, many of them focused on dietary manipulation as a mechanism for inducing fat accumulation in the liver (7, 8). For example, the excess supply of free fatty acids provided by diets with elevated fat content, i.e., “high-fat” diets (HFD), leads not only to triglyceride accumulation in the liver but also to the development of insulin resistance and obesity. Variations of such diets are designed to more closely mimic the diet of individuals in Western society, e.g., by inclusion of cholesterol and/or sucrose (i.e., a “Western” diet).

Previous studies have shown that the activity of the protein kinase mechanistic target of rapamycin (mTOR) is altered in the liver of mice fed either a high-fat or Western diet compared to a control diet (9–13). Activation of mTOR in complex 1 (mTORC1) in the liver upon refeeding leads to a reduction in ketogenesis, followed by activation of lipid and fatty acid metabolism pathways, such as the *de novo* lipogenesis pathway (14, 15). Primarily occurring in the liver and adipose tissue following a meal, *de novo* lipogenesis is the process by which circulating carbohydrates are converted into fatty acids and triglycerides (14). *De novo* lipogenesis is also elevated in patients suffering from NAFLD (16). Interestingly, activation of hepatic mTORC1 leads to upregulated expression of lipogenic genes (17–19), promoting *de novo* lipogenesis and hepatic steatosis in the liver, a metabolic phenotype also observed in patients with NAFL and non-alcoholic steatohepatitis (NASH) (20). mTORC1 also modulates lipid metabolism through regulation of sterol and regulatory element binding protein-1c (SREBP-1c), a basic helix-loop-helix transcription factor that controls the expression of genes required for cholesterol and fatty acid metabolism, as well as phospholipid synthesis (21–24). Interestingly, rapamycin-induced inhibition of mTORC1 activity leads to the acute abrogation of downstream SREBP-1c effectors, e.g., acetyl-CoA carboxylase, in primary rat hepatocytes (25). Notably, in animal models of obesity, rapamycin administration attenuates inflammation and inhibited progression of atherosclerotic plaques (26). Furthermore, mice lacking the mTORC1 inhibitor tuberous sclerosis complex 1 in the liver, which leads to insulin-independent activation of mTORC1, are resistant to diet-induced obesity, hepatic steatosis, and hypercholesteremia (14, 27).

Both preclinical and clinical studies have provided evidence that mTORC1 is activated in NAFL and NASH-induced hepatocellular carcinoma (HCC), though its exact role in promoting HCC is unknown (28). Previous studies from our laboratory demonstrated that consumption of a 60% HFD for 2-weeks leads to attenuation of the activation state of mTORC1 (29). In contrast, chronic consumption of a HFD (e.g., 8-weeks or 16-weeks) significantly enhances mTORC1 expression and activation state in rats, correlating directly with increases in hepatic steatosis when compared to control-diet fed rats (30). Enhanced mTORC1 activation is also observed in livers of rats fed a diet with 32.5% kcal from fat and 20% kcal from sucrose for 4-weeks when compared to CD-fed rats (31). Moreover, in recent studies wherein rats were provided drinking water supplemented with 10% (w/v) fructose, mTOR autophosphorylation on Ser2481 is upregulated (12, 32–34). In contrast, mTORC1 activity is acutely, i.e., within 30 min, repressed in the liver in response to oral administration of fructose (12). Together, these findings highlight that both the length of time on a diet, as well as its composition significantly influences the regulation of mTORC1 activity in the liver.

Interestingly, mTORC1 signaling is closely associated with the regulation of cap-dependent mRNA translation in the liver (35–39). Studies have demonstrated that following a period of food deprivation, feeding-induced activation of mTORC1 enhances the association of ribosomes with mRNAs that encode proteins relating to the translation machinery (e.g., ribosomal proteins, and translation elongation and initiation factors) (40, 41). A number of studies have assessed the effects of consumption of a WD on changes in the transcriptome, however, only a few studies have investigated the effects of consumption of a HFD or WD on the translation of mRNAs encoding proteins associated with metabolic disorders (42, 43), and in those studies animals were fed a HFD for 8 or more weeks.

The hypothesis tested in the present study was that short-term, i.e., two-week, consumption of a Western diet alters the genomic and translatomic profile of the liver in association with changes in mTORC1 activity, and that such alterations are, in part, causative in the development of NAFLD. We chose to feed the animals a WD for two weeks because previous studies (e.g. 44) have shown that while feeding a HFD for 2 weeks results in a small, but significant increase in liver triglyceride content, whereas blood glucose, insulin, leptin, and ALT levels are unchanged, suggesting that the animals are in the early stages of developing NAFL, but have not yet become insulin resistant or developed NAFLD. The results show that a large number of mRNAs, many of which encode for proteins crucial in the maintenance of various hepatic metabolic processes (e.g., lipid and glucose metabolism), exhibit altered expression and/or translation in rats consuming a WD compared to a CD, highlighting the importance in continuing to elucidate how consumption of a HFD or WD leads to alterations in mRNA translation in the liver and the metabolic consequence of such changes.

## Methods

### Animals

The animal protocols for the studies described herein were reviewed and approved by the Institutional Animal Care and Use Committee of the Pennsylvania State University College of Medicine (no. PRAMS200946689). Male rats were obtained from Charles River Laboratories (Wilmington, MA), maintained on a 12:12 h light-dark cycle, and provided with water and food *ad libitum*. In the RNA-seq and polysome profiling studies, obesity-prone Sprague Dawley rats (op-SD), initial body weight 160–190 g, were used. For all other studies, Sprague Dawley rats with initial body weights 100–125 g were used. Rats were fed either a control diet (CD; TD 08485), or a Western diet (WD; TD 88137) purchased from Harlan-Teklad (Indianapolis, IN). The composition of the CD was 19.1% kcal protein, 67.9% kcal carbohydrates, and 13% kcal fat (3.7% milk fat; 1.3% soybean oil) (**Supplemental Table 1**). The WD consisted of 15.2% kcal protein, 42.7% kcal carbohydrate, 42% kcal fat (>60% saturated fatty acids (SFAs) from milk-derived fat), 0.2% cholesterol, and 34% sucrose.

In all studies, rats were fed the CD for one week and then randomly divided into two groups with one group continuing to be fed the CD and the other group fed the WD *ad libitum* for two weeks. Thereafter, the rats were fasted overnight for 16-h, and a subset of rats in each group was refed their respective diet for 1-h prior to sacrifice. Rats were anesthetized using isoflurane using an anesthesia induction chamber (EZ Anesthesia). After removal of the liver, rats were euthanized *via* removal of the diaphragm and the heart, as recommended by the American Veterinary Medical Association (45, 46).

### Small animal NMR measurements

A Bruker LF50 Whole Body Composition Analyzer based on Time Domain Nuclear Magnetic Resonance was used to assess whole body fat mass. Prior to scanning, the instrument was calibrated using a lead standard and the standard calibration protocol. Body weights were assessed for each rat prior to scanning.

### Blood analyses

Blood was collected *via* tail vein, and glucose concentrations were measured using a OneTouch Glucose meter following a 6-h fast. Blood was collected from the vena cava of anesthetized rats prior to removal of the liver for serum insulin concentrations using an ultra-sensitive rat insulin ELISA Kit following the manufacturer’s protocol (Crystal Chem, Elk Grove Village, IL; no. 90060).

### Polysome profiling

A sample (~1 g) of the left lobe of the liver was removed, and immediately homogenized in 7 volumes of ice-cold homogenization buffer [50 mM HEPES, pH 7.4, 75 mM KCl, 5 mM MgCl_2_, 250 mM sucrose, 10% Triton X-100, 13% sodium deoxycholate, 100 μg/mL cycloheximide, 2 mM dithiothreitol, and 5 µL/mL RNaseOUT (Invitrogen, no. 1077019)], using a Dounce homogenizer. An aliquot of the homogenate was added to SDS sample buffer, boiled for 5 min, and then frozen and stored at -80°C prior to Western blot analysis as described below. The remainder of the homogenate was transferred to a 50 mL conical tube and centrifuged at 4°C for 10 min at 3,000 x g. Supernatants were then subjected to sucrose density gradient centrifugation at 4°C using a Beckman SW32T rotor at a centrifugal force of 198,200 x g for 3-h and 50 min. Sucrose gradients (20-47% w/v) were made using the “flash/freeze” technique (47–49). After centrifugation, gradients were separated into two fractions using a Density Gradient Fractionation System (ISCO Teledyne) while absorption at 254 nm was continuously recorded. The first fraction corresponded to the portion of the gradient containing mRNAs associated with three or fewer ribosomes (referred to hereafter as the light fraction), and the second fraction corresponded to the portion of the gradient containing mRNAs associated with four or more ribosomes (referred to as the heavy fraction). RNA was extracted from each fraction using 3x volume of TRIzol LS (Invitrogen, California; no. 15596026), followed by an overnight incubation with an equal volume of isopropanol at -20°C, per the manufacturer’s instructions. Heavy fractions were diluted with an equal volume of ribonuclease-free water before RNA extraction, to increase extraction efficiency.

### qRT-PCR

RNA was isolated from the light and heavy fractions of sucrose density gradients as described above or was extracted from rat liver using the TRIzol:chloroform method (i.e., 0.2 mL of chloroform per 1 mL of TRIzol) (50). RNA quality and concentration were determined using a NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA). For qRT-PCR analysis, RNA (1 µg) was reverse transcribed into cDNA using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems; no. 4374966) and the resulting cDNA was then subjected to qRT-PCR analysis using SYBR Green (Quantitect, Germany; no. 204143) and an ABI QuantStudio 12K Flex system. All primers were purchased from Integrated DNA Technologies and the sequences are listed in **Supplemental Table 2**.

### RNAseq and Riboseq analyses

RNA was isolated as described above, and 20 µg of RNA from the livers of three rats/condition, i.e., rats fed either the CD or WD, or the light and heavy fractions from sucrose density gradients from three rats/condition, were combined prior RNAseq analysis. RNA quality was assessed using an Agilent 2100 Bioanalyzer in the Penn State College of Medicine Genome Sciences Core (RRID : SCR021123). Library preparation from each RNA fraction was performed using a KAPA RNA HyperPrep Kit with RiboErase (Roche Molecular Systems; no. KK8560) according to the manufacturer’s instructions. Briefly, first-strand DNA was synthesized using random primers and the RNA:cDNA hybrid was converted to double-stranded cDNA and dAMP was added to the 3’-ends. Adapters were then ligated to the 3’-dAMP library fragments using the KAPA Single-Indexed Adapter kit (KAPA Biosystems; no. KR1317). The resulting libraries were amplified, and the quality was assessed by electrophoresis followed by RNAseq analysis using an Illumina Novaseq in the Penn State College of Medicine Genome Sciences Core. The Cufflinks v.2.2.1 pipeline (51) was used to align the reads to the rat Rnor_6.0 genome assembly (TopHat) and to assemble and quantify the expression of transcriptomes (Cufflinks, Cuffmerge and Cuffnorm). The DEGseq R package was used to calculate the differential mRNA expression. For ribosome profiling the protocol described by Ingolia et al. (52) was used: Ribo-Seq trimmed reads were aligned to an rRNA reference using Bowtie, the rRNA alignments were discarded, the non-rRNA reads were aligned to the Rnor_6.0 genome assembly using TopHat and the perfect-match alignments were extracted from the TopHat output. The anota R package (53) was used to calculate the differences in actively translated mRNA levels that are independent of underlying differences in cytosolic mRNA levels. mRNAs were considered to be differentially translated if the ratio of mRNA present in the heavy fraction to that present in the light fraction in samples from CD rats compared to the ratio obtained from WD rats was either ≥ 1.5 (i.e., mRNAs with higher ribosome density in CD vs WD rats) or ≤ 0.75 (i.e., mRNAs with lower ribosome density in CD vs WD rats). Pathway analyses were performed using the DAVID (54) and Ingenuity Pathway Analysis (QIAGEN Silicon Valley).

### Western blot analysis

Prior to Western blot analysis, the protein concentration of each sample was assessed using a Pierce Coomassie Blue Plus (Bradford) Assay Kit (ThermoFisher Scientific; no. 23236) and a SpectraMax 190 plate reader. Equal concentrations of protein from each sample were adjusted to the same volume with homogenization buffer and then an equal volume of 2X SDS sample buffer (0.5 M Tris-base, pH 6.8, 25 µl/mL β-mercaptoethanol, and 10% sodium dodecyl sulfate) was added to each sample. After heating at 100°C for 5 min, equal volumes of samples containing equal amounts of protein were loaded into wells of Criterion TGX Precast Gels (BioRad). Following electrophoresis for approximately 60 min at 200V, proteins in the gel were transferred to a polyvinylidene difluoride membrane at 50V for 1.5 h. Membranes were blocked using 5% non-fat dry milk in Tris-buffered saline containing Tween20 (TBS-T) for at least 1 h at room temperature with slow rocking. Membranes were then washed three times with TBS-T for 5 min prior to incubation with primary antibody overnight at 4°C. The next morning, the membrane was washed with TBS-T as described above and then incubated with HRP-labeled goat anti-rabbit antibody for 1 h at room temperature. Information about the antibodies used for Western blot analysis is presented in **Supplemental Table 3**. Membranes were again washed as described above, incubated in Clarity Western ECL Substrate (BioRad, no. 1705060) for 5 min at room temperature, and then imaged using a Fluorchem M imaging system (Protein Simple). ImageJ was used for quantification of the images. To compare signals obtained among blots, the same refed CD sample and refed WD sample were included on each gel and the values for those samples were used to normalize the values for the other samples.

### Statistics and data analysis

Figures were generated and statistical analyses were performed using GraphPad Prism v. 9 (GraphPad Software, Inc., La Jolla, CA). Data are presented as means ± SEM. Student’s t-test was used for analysis when two groups were directly compared. Otherwise, one- or two-way analysis of variance was used with Tukey’s or Dunnett’s correction for multiple comparisons, respectively. Statistical significance was set at p ≤ 0.05.

## Results

To assess transcriptional and translation-associated changes in gene expression that manifest during the initial stages of the development of hepatic steatosis, obesity-prone Sprague Dawley (opSD) rats were fed either a CD or a WD for two weeks. Average daily food consumption was the same in both groups of rats (**Figure 1A**). At the end of the two-week period, rats consuming the WD gained slightly, but significantly, more weight compared with rats consuming the CD (**Figure 1B**), likely due to the higher calorie content of the WD compared to the CD (4.5 kcal/g vs. 3.6 kcal/g, respectively). On the penultimate day of the study, rats were fasted for 6 h and blood glucose concentrations were assessed and found to be numerically, but not significantly, higher in rats consuming the WD compared to the CD (**Figure 1C**). The fast was continued overnight and the rats were refed their respective diet for 1 h the next morning. Although hepatic lipid content was not directly assessed, visual inspection of liver homogenates suggested that livers from rats fed the WD contained significantly more lipid compared to controls, with the caveat that some of the lipid in the homogenates was likely present in blood within the liver at the time of homogenization (**Figure 1D**). As assessed by the phosphorylation state of ribosomal protein S6 (rpS6), the 70 kDa ribosomal protein S6 kinase (p70S6K), and Akt, feeding-induced activation of mTORC1 was comparable in the livers of rats fed the two diets (**Figure 1E**).

**Figure 1:**
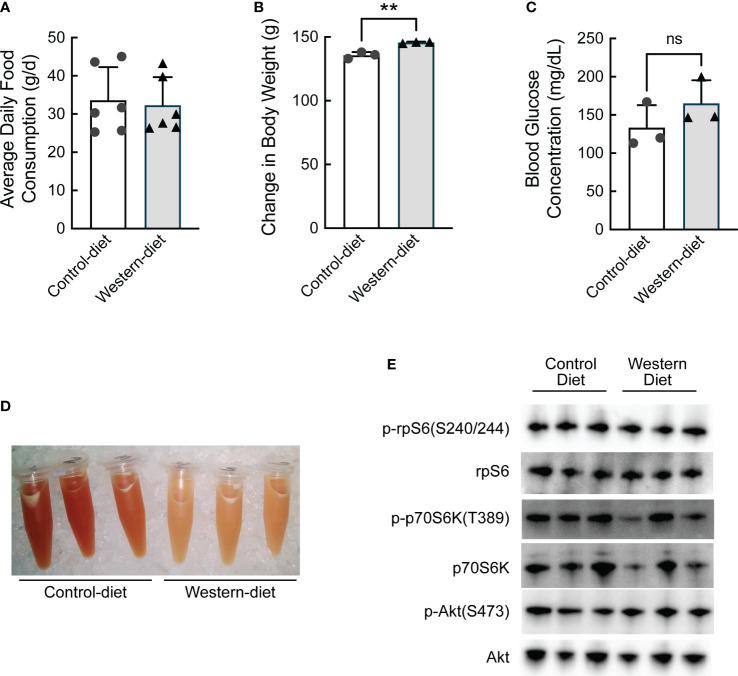
Characterization of the effect of short-term (2 weeks) consumption of a Western diet. **(A)** Average daily food consumption over six 3-d periods, **(B)** change in body weight, **(C)** fasting blood glucose concentration, **(D)** image of liver homogenates, and **(E)** Western blot analysis of liver homogenates. N=3 rats/condition; **p<0.005 vs control diet. ns, not significant.

Liver homogenates were subjected to sucrose density gradient centrifugation, and RNA was extracted from the light and heavy fractions from each gradient as shown in **Figures 2A, B**. 

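Total RNA and the RNA of the light fraction (mRNAs bound to 3 or fewer ribosomes) and of the heavy fraction (4 or more ribosomes) came from livers of rats fed the CD or the WD for 2 weeks, fasted for 16 h and refed for 1 h. RNA of 3 rats per diet was pooled before library preparation, so each of the 6 combinations of diet and RNA was measured in 1 library and no value has a replicate. The authors aligned the reads to the rat genome assembly Rnor_6.0 with TopHat and deposited Cufflinks estimates for 33022 loci, in fragments per kilobase of transcript per 1000000 mapped fragments (FPKM), normalized between the 6 libraries. The paper's methods describe a separate alignment route for Riboseq reads, and the caption of its Fig. 3 equates polysome profiling with Riboseq. By that wording, reads of the light and heavy fractions took the Riboseq route. The methods also say that the fractions were combined for RNAseq, so the route is not certain. Of the loci, 32158 carried a gene symbol. The number of fragments behind a value was inferred from the values themselves. For 10128 of the 13283 genes above 0 in at least 2 libraries, the FPKM values were whole numbers of fragments multiplied by 1 step for the gene and 1 factor for each library. In these genes, the libraries of total RNA held 293708 (CD) and 280840 (WD) inferred fragments. The light fraction held 204845 (CD) and 436492 (WD), and the heavy fraction 220025 (CD) and 221496 (WD). Among the genes compared below, the median number of fragments per gene lay between 8 in the CD heavy fraction and 22 in the WD light fraction. Where fragment numbers are known, a 95% confidence interval of a gene's WD to CD ratio could be computed. It was taken from the exact binomial (Clopper-Pearson) interval for abundance and from the conditional odds ratio for ribosome density. Such an interval compares the libraries, not the diets, and covers counting error only, because PCR reads without molecular identifiers are not independent molecules and the rats of a pool were not measured separately. The abundance change of a gene was the log2 ratio of WD to CD total RNA. Its ribosome density was the ratio of the heavy to the light fraction, and the ribosome density change was the log2 ratio of that density in WD to that in CD. Before each ratio, 0.1 FPKM was added to the values. The comparison covered the 10201 loci that had a gene symbol and a mean of at least 1 FPKM over the 6 libraries. The locus of Apob was left out because the software marked its estimate as failed.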

Equal amounts of RNA from each of the three light and each of the three heavy fractions were combined and the two samples were subjected to RNAseq analysis, i.e., one combined light and one combined heavy fraction was assessed for each dietary condition. Approximately 11,000 mRNAs were differentially regulated [as demonstrated by log_2_(fold change) (FC)] in the livers of rats fed a WD compared to a CD for two weeks that were either 1) transcriptionally and translationally upregulated, 2) transcriptionally and translationally downregulated, 3) transcriptionally upregulated, but translationally downregulated, or 4) transcriptionally downregulated, but translationally upregulated (**Figure 2C**). 

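Among the 10201 loci compared, which carried 10093 different gene symbols, 2568 (25.2%) had a higher abundance and a higher ribosome density in WD than in CD. Both measures were lower at 2450 loci (24.0%). Abundance was higher and ribosome density lower at 2596 (25.4%), whereas abundance was lower and ribosome density higher at 2298 (22.5%). The other 289 loci had a change of exactly 0 in at least 1 measure. No threshold was applied in these counts. The filter on low values moved the number of loci most, from 4069 with a mean of at least 10 FPKM to 14043 with no filter. At 1613 of the loci (15.8%), at least 1 of the 4 libraries of the light and heavy fractions was listed at 0. Across genes, which are not independent replicates, the correlation of the abundance change with was 0.012. The 3 highest and the 3 lowest changes of each measure were taken among loci with a mean of at least 10 FPKM and a symbol found on no other locus. Each of them included at least 1 library listed at 0. The highest abundance changes were at AABR07054451.1 on chromosome 3 (154043872 to 154046330), AABR07027157.1 on chromosome 17 (17136972 to 17137048) and AABR07006327.1 on chromosome 1 (229063713 to 229080438), all listed at 0 in every library except WD total RNA. The lowest were at AY172581.20 on the mitochondrial chromosome (14061 to 16057), at AABR07062395.2 and at SNORD19, each listed at 0 in WD total RNA. For ribosome density, the highest changes were at SNORD56, SNORD66 and an exon-derived symbol on chromosome 20 (2493694 to 2494007), each listed at 0 in both the CD heavy and the WD light fraction. The lowest were at AABR07028795.1, AC113925.2 and Rps19, each listed at 0 in both the CD light and the WD heavy fraction.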

Although the number of mRNAs in each quadrant of the graph was similar, it is noteworthy that distribution along the Y-axis (indicating differences in ribosome density, i.e., mRNA translation) was, on average, more pronounced than that along the X-axis (indicating differences in total mRNA abundance). 

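The standard deviation (SD) of the log2 changes across the loci compared was 1.60 for abundance and 2.42 for ribosome density, a ratio of 1.51. The middle 95% of the changes lay between -3.42 and 2.76 for abundance and between -6.21 and 4.59 for ribosome density. At 7014 loci (68.8%), the ribosome density change was the larger of the 2 in size. The measure of spread moved the ratio most, to 2.07 with the interquartile range in place of the SD. The ratio also varied with expression. It was 1.60 at 2580 loci with a mean of 1 to 3 FPKM, 1.74 at 3552 loci from 3 to 10 FPKM and 1.59 at 2303 loci from 10 to 30 FPKM. It was 1.2 at 1119 loci from 30 to 100 FPKM and 1.17 at the 647 loci with at least 100 FPKM. A ribosome density change is computed from 4 libraries and an abundance change from 2, so counting error alone widens the former. To measure this, the fragments of 7317 genes were redistributed 200 times between the diets without any diet effect. The ratio of the SDs was then 1.50 (median, range 1.40 to 1.58), compared with 1.64 in the same genes as measured. The SD of ribosome density changes was 2.06 (range 1.97 to 2.15) after redistribution and 2.37 as measured, and that of abundance changes was 1.38 (range 1.32 to 1.43) and 1.44. Each measured value lay above the range from redistribution.

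**Figure D1:**
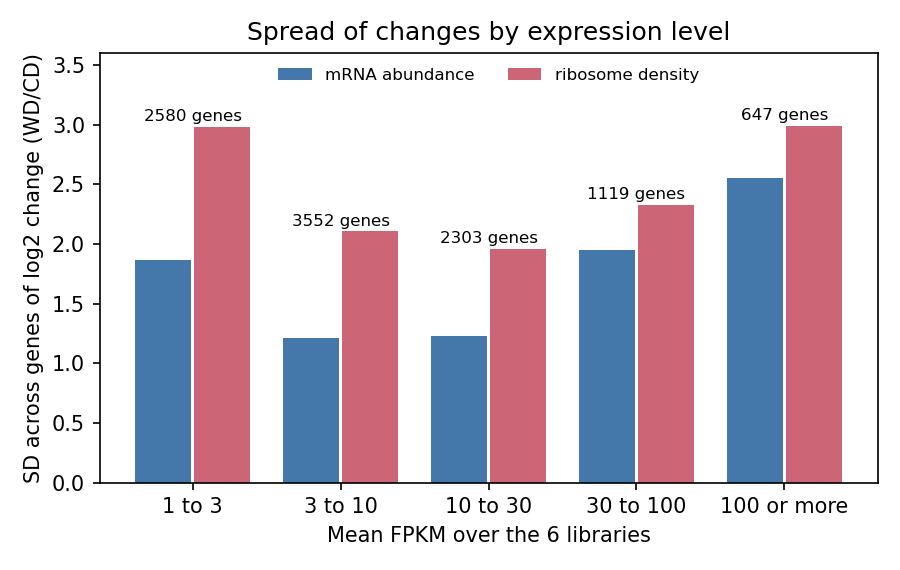
SD of the log2 changes from CD to WD in abundance and in ribosome density, for loci grouped by their mean FPKM over the 6 libraries. In each group the SD was larger for ribosome density, by a ratio from 1.17 at 100 FPKM or more to 1.74 between 3 and 10 FPKM.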

Five mRNAs were selected for validation, and the RNA used for RNAseq analysis was analyzed by qRT-PCR. As shown in **Figure 2D**, the direction of change between dietary conditions was the same in the qRT-PCR analysis as in the RNAseq analysis.

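In the sequencing data, the mRNAs shown in Fig. 2D for which fragments could be inferred had 9 or fewer in each heavy fraction. Ucp2 (chromosome 1, 165506360 to 165512744) had 26 fragments in the CD light and 1 in the CD heavy fraction, and 39 and 9 in WD. Its ribosome density change was 3.54 on the log2 scale (95% interval of the ratio, 1.57 to 579). Lipe (chromosome 1, 82248045 to 82266727) had 4 light and 2 heavy fragments in CD and 3 and 8 in WD. Its change was 3.21, with an interval from 0.895 to 173 that includes 1. Map3k14 (chromosome 10, 91303427 to 91353601) had a mean below 1 FPKM and is outside the loci compared. It had 6 light and 1 heavy fragments in CD and 2 and 4 in WD, a change of 4.06 (interval of the ratio, 1.14 to 1457). No fragment numbers could be inferred for Pfkfb3 (chromosome 17, 70684133 to 70713726). Its value went from 1.24 FPKM (light) and 0.983 FPKM (heavy) in CD to 1.00 FPKM and 2.24 FPKM in WD, a change of 1.40. The direction for Pfkfb3 depended on the measure, since the change was -0.90 when the heavy fraction was divided by total RNA in place of the light fraction. Rps18 (chromosome 20, 5442389 to 5445509) had 45 light and 6 heavy fragments in CD and 183 and 5 in WD. Its change was -1.2, with an interval of the ratio from 0.101 to 1.81. At this depth, a difference in ribosome density was not detectable for Lipe and Rps18.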

**Figure 2:**
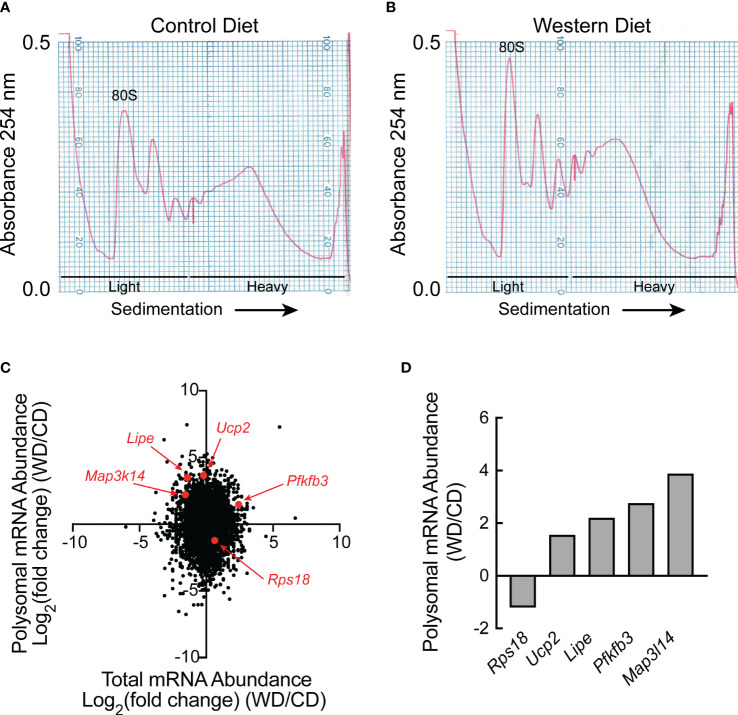
RNAseq and Riboseq analysis of livers of rats fed either a control diet or Western diet. Representative sucrose density gradient profiles from the liver of rats fed either a **(A)** control diet or **(B)** Western diet for 2 weeks. **(C)** Western diet-induced changes in mRNA abundance (x-axis) and the proportion of mRNA in the heavy vs the light polysomal fraction from the sucrose density gradients (y-axis) as assessed by RNAseq and polysome profiling analysis, respectively. For this analysis, equal amounts of RNA from three rats/condition were pooled for RNAseq analysis, and equal amounts of RNA from the sucrose density gradient fractions of three rats/condition were pooled for polysome profiling. **(D)** qRT-PCR analysis of RNA isolated from the heavy and light fractions from the sucrose density gradients.

mRNAs that were differentially expressed in the liver of rats fed the CD or the WD as well as mRNAs exhibiting differential ribosome density in the livers of rats fed the two diets were subjected to functional annotation using DAVID. Annotation of mRNA transcripts clustered according to physiological relevance led to the selection of five functional groups associated with a significant number of mRNA transcripts differentially expressed in the livers of WD-fed rats when compared to CD-fed rats (**Figure 3**). 

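For mRNA abundance, lists of genes assembled from general knowledge stand in for functional groups. The position of a list's median is given as a percentile among 10000 random lists of the same size and expression, for which 50 is the middle. Of 23 cholesterol synthesis mRNAs, 21 had a lower abundance in WD. Their median log2 change was -0.49 (percentile 0.01), and a pseudocount of 1 FPKM moved it most, to -0.36. The largest fall was that of Sqle, with 6 fragments in CD and 1 in WD total RNA (95% interval of the ratio, 0.00379 to 1.44). Of 23 fatty acid oxidation and ketogenesis mRNAs, 19 were lower, with a median of -0.24 (percentile 0.1). The median was -0.12 for 17 fatty acid and triglyceride synthesis mRNAs (percentile 12.5), among which Fads1 fell most, by 1.87 with 184 fragments in CD and 48 in WD (interval 0.194 to 0.377). It was -0.054 for 22 glucose metabolism and insulin signaling mRNAs (percentile 25.4) and -0.054 for 68 nuclear-encoded oxidative phosphorylation mRNAs (percentile 11). For 60 cytosolic ribosomal protein mRNAs and for 69 mitochondrial ribosomal protein mRNAs the median was 0. Among single mRNAs, Lpl (chromosome 16, 22537055 to 22561496) had 8 fragments in CD and 13 in WD total RNA, an abundance change of 0.74 (95% interval of the ratio, 0.653 to 4.73). Lipe had 11 and 4 fragments, a change of -1.31 (0.0883 to 1.28), and Ucp2 had 25 and 21, a change of -0.19 (0.467 to 1.63). Rps18 had 12 and 18, a change of 0.65 (0.715 to 3.57). Pfkfb3 went from 0.212 FPKM to 1.16 FPKM, a change of 2.01. At this depth, no difference in abundance was detectable for Lpl, Lipe, Ucp2 and Rps18.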

Functional clusters identified included lipid metabolism (696 mRNA transcripts including *Lpl* and *Lipe*), fatty acid metabolism (271 mRNA transcripts), glucose metabolism and insulin signaling (354 mRNA transcripts including *Pfkfb3*), the mitochondrion (1,725 mRNA transcripts including *Ucp2*), and the translatome (341 mRNA transcripts including *Rps18*). The mRNAs exhibiting differential ribosome density in the livers of rats fed the two diets also were subjected to functional annotation using DAVID. Annotation analysis of mRNA transcripts differentially associated with ribosomes in response to refeeding a WD compared to CD were categorized into the same five clusters as above. Functional clusters identified include lipid metabolism (369 mRNA transcripts), fatty acid metabolism (210 mRNA transcripts), glucose metabolism and insulin signaling (98 mRNA transcripts), the mitochondrion (785 mRNA transcripts), and the translatome (116 mRNA transcripts).

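The lists gave a different order for ribosome density than for abundance. The lowest median of the metabolic lists was that of glucose metabolism and insulin signaling, at -0.33 (percentile 2.88), with 14 of the 22 mRNAs lower in WD. Within it the changes ran from -1.32 for Igfbp1 (95% interval of the ratio, 0.00601 to 9.58) to 1.40 for Pfkfb3. The median of the fatty acid and triglyceride synthesis mRNAs was 0.37 (percentile 91.2), with 14 of 17 higher. In that list, Agpat2 rose most, by 1.25 (95% interval of the ratio, 1.45 to 3.91), and Acly fell most, by 0.82 (0.397 to 0.802). Cholesterol synthesis mRNAs had a median of -0.14 (percentile 25.8), and fatty acid oxidation and ketogenesis mRNAs one of 0.11 (percentile 39.5). The latter became -0.19 when each library was rescaled to the same sum, a scaling that moved the median of all loci from -0.021 to -0.17. For nuclear-encoded oxidative phosphorylation the median was -0.13 (percentile 0.64), although 32 of the 68 mRNAs were higher and 36 lower. The lowest of them, Uqcr10, was at 90.9 FPKM in the WD light fraction and listed at 0 in the other fraction libraries. These values depended on the measure. With the heavy fraction over total RNA, the median of oxidative phosphorylation was 0.16 (percentile 99.6, 40 higher), at the opposite end of the random lists, and that of cholesterol synthesis turned to 0.31. The median was 0.0017 for fatty acid and triglyceride synthesis and -0.060 for glucose metabolism and insulin signaling. Cytosolic ribosomal protein mRNAs had the lowest median of the lists for these 5 functional groups, at -1.05 (percentile 0), with 45 of 60 lower in WD. That rank too depended on the measure, since their median was 0 (percentile 58.7, 27 higher and 28 lower) with the heavy fraction over total RNA.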

**Figure 3:**
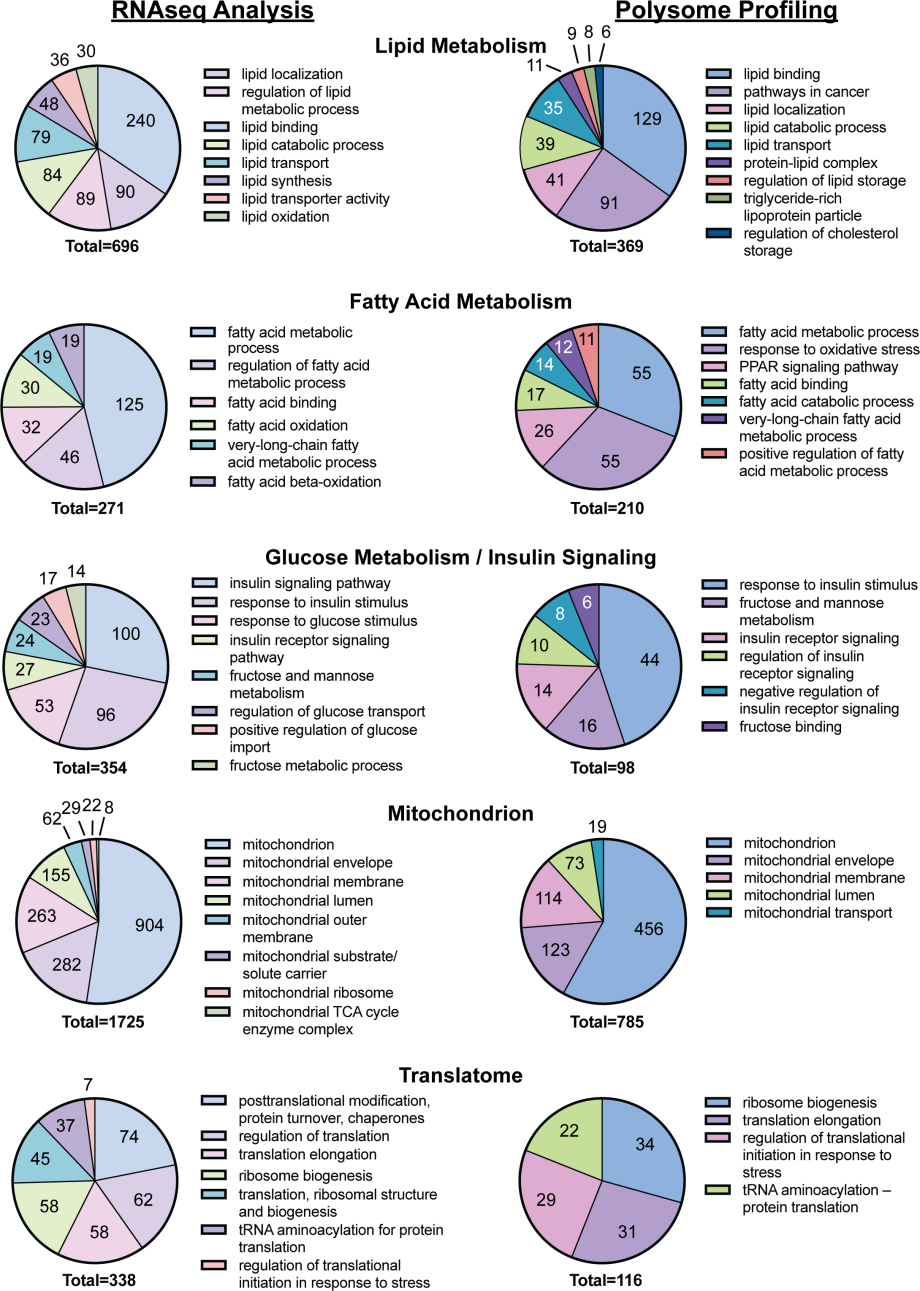
DAVID analysis of the results of the RNAseq and polysome profiling, i.e., Riboseq, analyses from **Figure 2**.

To further analyze the biological function of genes identified by RNAseq analysis of total and polysome associated mRNAs, functional analysis was performed using Ingenuity Pathway Analysis (**Supplemental Figure 1**). In this analysis, mRNAs exhibiting decreased or increased abundance and decreased or increased ribosome density in the livers of rats fed a WD compared to a CD were assessed. 

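The thresholds that the paper's methods give for ribosome density were applied here to abundance as well. The methods state them for CD over WD, whereas WD over CD was used here. The limit of 0.75 is the less strict one and here falls on decreases in WD, so counts of higher and lower loci are not like for like. By these thresholds, 1804 loci had an abundance at least 1.5-fold higher in WD and 2311 had a WD to CD ratio of at most 0.75. Ribosome density was at least 1.5-fold higher at 2830 loci and had a ratio of at most 0.75 at 3686. The filter moved these counts most. With a mean of at least 10 FPKM, 357 and 659 loci passed the abundance thresholds and 947 and 1122 those for ribosome density. The same thresholds were passed without any diet effect when fragments of 7317 genes were redistributed between the diets. Ribosome density was then at least 1.5-fold higher for 1705 genes (median of 200 draws, range 1621 to 1807), compared with 2084 as measured. A ratio of at most 0.75 was found for 2325 (range 2189 to 2412) and 2676 genes. For abundance, 1150 genes (range 1076 to 1216) were at least 1.5-fold higher after redistribution and 1287 as measured, and 1568 (range 1469 to 1661) and 1699 genes were at most at 0.75.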

Several processes associated with hepatotoxicity were identified with high significance. Notably, the process with the highest level of significance in all four groups was Liver Hyperplasia/Hyperproliferation. The only other process common to the four groups was Hepatocellular Carcinoma, although Liver Steatosis was identified in three of the four groups.

To assess the effect of fasting and refeeding on the abundance and ribosome association of mRNAs selected from the study described above, a separate group of Sprague Dawley rats was fed either the CD or WD for two weeks. The rats were then fasted overnight and half the animals in each group were refed for 1 h. The average daily food consumption was the same in the two groups of rats (**Figure 4A**). However, rats fed the WD gained more weight (**Figure 4B**) and had significantly greater fat mass and fasting blood glucose levels compared to rats fed the CD (**Figures 4C, D**, respectively). However, there was no significant difference in either fasting plasma insulin concentrations (**Figure 4E**) or HOMA-IR (Homeostatic Model Assessment for Insulin Resistance; **Figure 4F**) in mice fed a CD compared to mice fed a WD. Moreover, plasma insulin concentrations were higher after refeeding with no difference between rats fed the WD compared to the CD (**Figure 4E**). As expected, the livers of rats fed the WD had significantly higher fatty acid content compared to rats fed the CD, although refeeding had no effect (**Supplemental Figure 2**).

**Figure 4:**
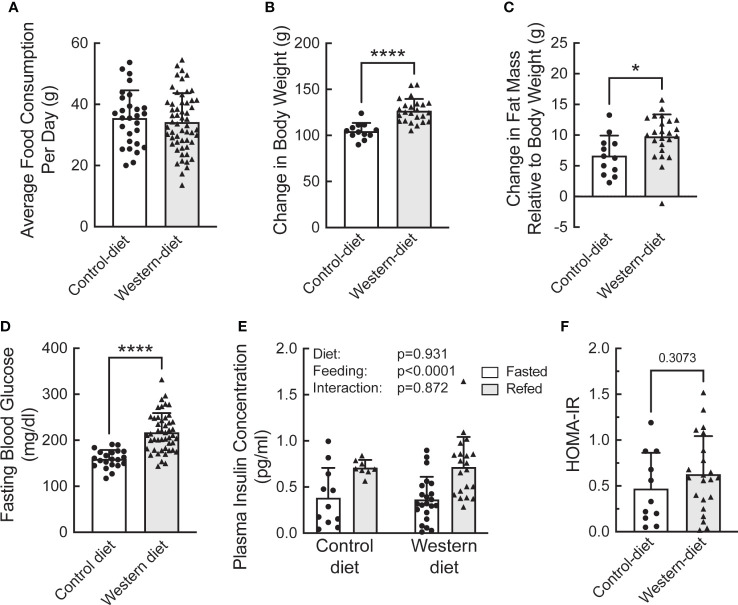
Characterization of the effect of short-term (2 week) consumption of a Western diet on **(A)** average daily food consumption, **(B)** change in body weight, **(C)** change in fat mass, **(D)** fasting blood glucose concentration, **(E)** plasma insulin concentration, and **(F)** HOMA-IR. **(A–D)** N=12 (control diet) or 22 (Western diet) rats/group; **(E)** N=6 (control diet) or 9 (Western diet) rats/group. *p<0.02, **** <0.0001 vs control diet.

Refeeding caused a significant increase in phosphorylation of Akt, rpS6, and 4E-BP1 (**Figures 5A–D**, respectively). Notably, the refeeding-induced increase in Akt and rpS6 phosphorylation was blunted in rats fed the WD compared to rats fed the CD. Together with the data in **Figure 4**, the results suggest that the WD-fed rats may have been in the early stages of developing insulin and/or nutrient resistance.

**Figure 5:**
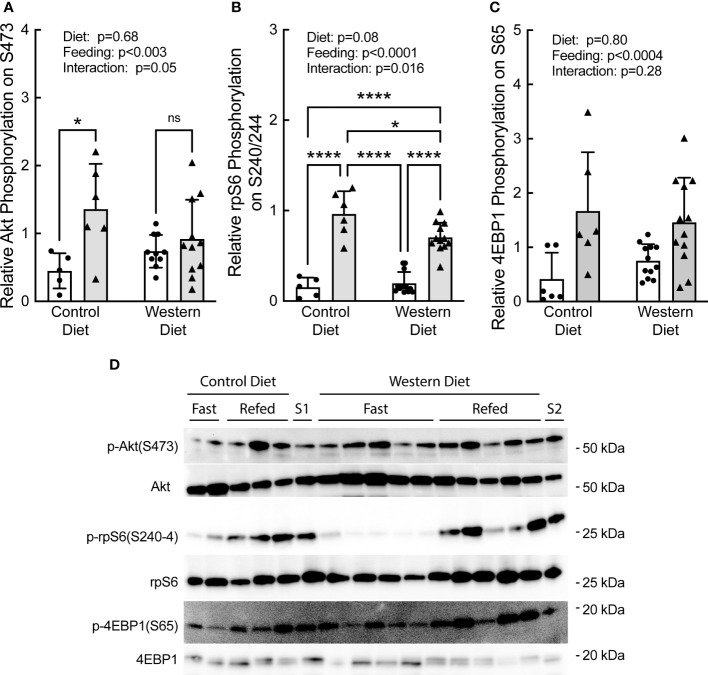
Effect of short-term consumption of a Western diet on hepatic **(A)** Akt, **(B)** ribosomal protein S6 (rpS6), and **(C)** 4E-BP1 phosphorylation. **(D)** Representative blots. S1, liver sample from a refed rat fed a control diet included on each gel as a standard; S2, liver sample from a refed rat fed a WD included on each gel as a standard. N=6-12 rats/group. *p≤0.02, ****p<0.0001. ns, not significant.

A portion of each liver was subjected to sucrose density gradient centrifugation, and representative profiles for each condition are depicted in **Supplemental Figure 3**. Notably, refeeding was associated with a decrease in the number of 80S ribosomal subunits, and a shift in the profile to the right, i.e., towards mRNAs with more ribosomes attached, consistent with an upregulation of mRNA translation. RNA was isolated from the light and heavy fractions of the sucrose gradients and subjected to RT-PCR analysis for select mRNAs. As shown in **Figure 6**, there was a significant effect of refeeding on the ribosome density on the mRNAs encoding *Lipe*, *Lpl*, *Pfkfb3*, *Ucp2*, *Eef1A*, and *Rps8*. In each case, refeeding promoted a shift of the mRNAs from the light into the heavy fraction, suggesting that refeeding upregulated their translation. Interestingly, there was also a significant effect of diet on ribosome density for the *Lipe*, *Lpl*, and *Pfkfb3* mRNAs, where the refeeding-induced shift of the mRNAs into the heavy fraction was attenuated in the livers of rats fed the WD compared to the CD. There was no significant effect of refeeding or diet on the abundance of the mRNAs encoding *Lpl*, *Pfkfb3*, *Ucp2*, *Eef1A*, or *Rps8* (**Figure 7**). However, *Lipe* mRNA abundance was significantly lower in the livers of rats fed the WD compared to the CD and refeeding was associated with a reduction in *Lipe* mRNA expression in rats fed the control diet.

**Figure 6:**
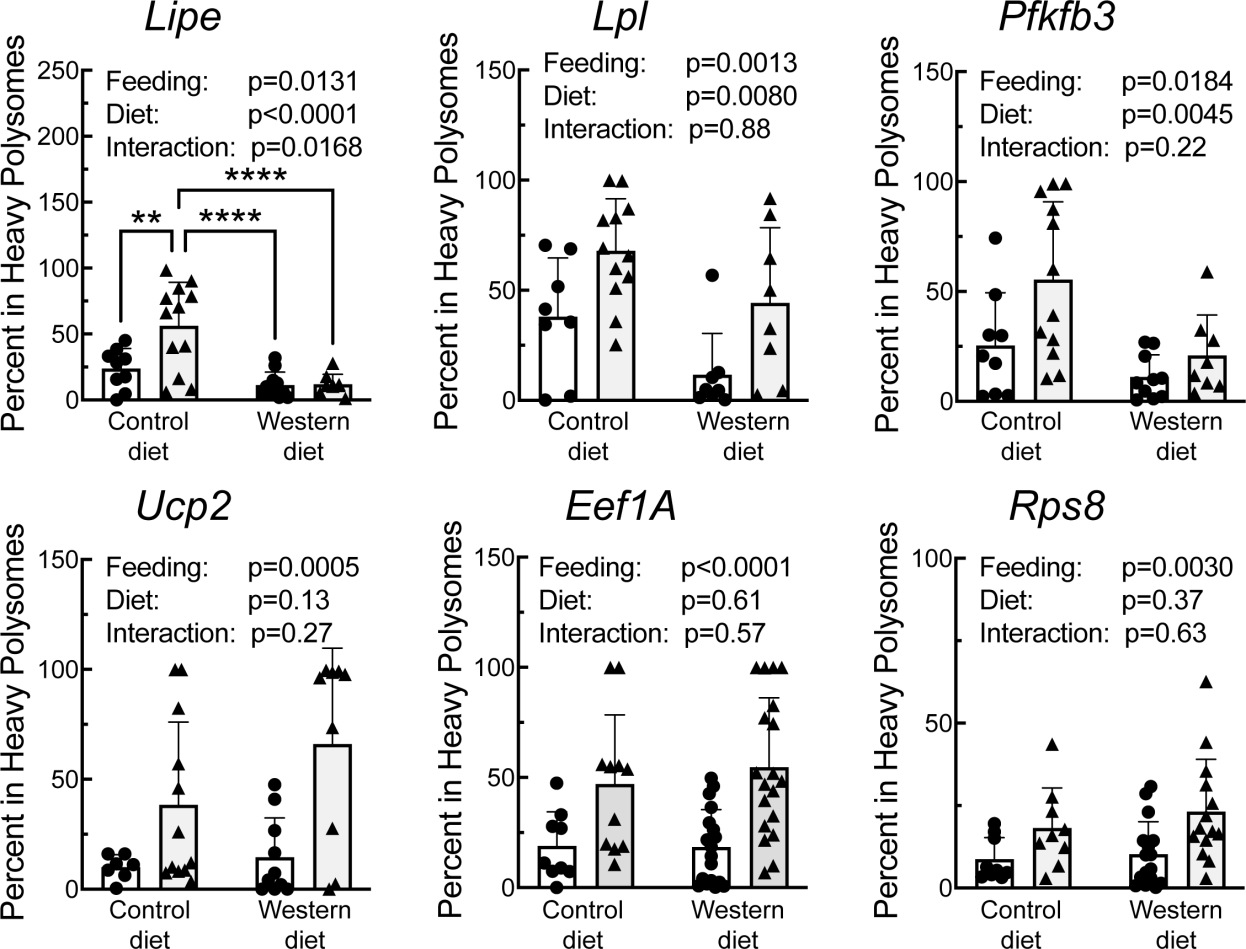
qRT-PCR analysis of the proportion of mRNA in the heavy fraction from sucrose density gradient fraction of livers from rats fed a control diet or a Western diet for 2 weeks. N=8-12 rats/group. **p<0.005, ****p<0.001.

**Figure 7:**
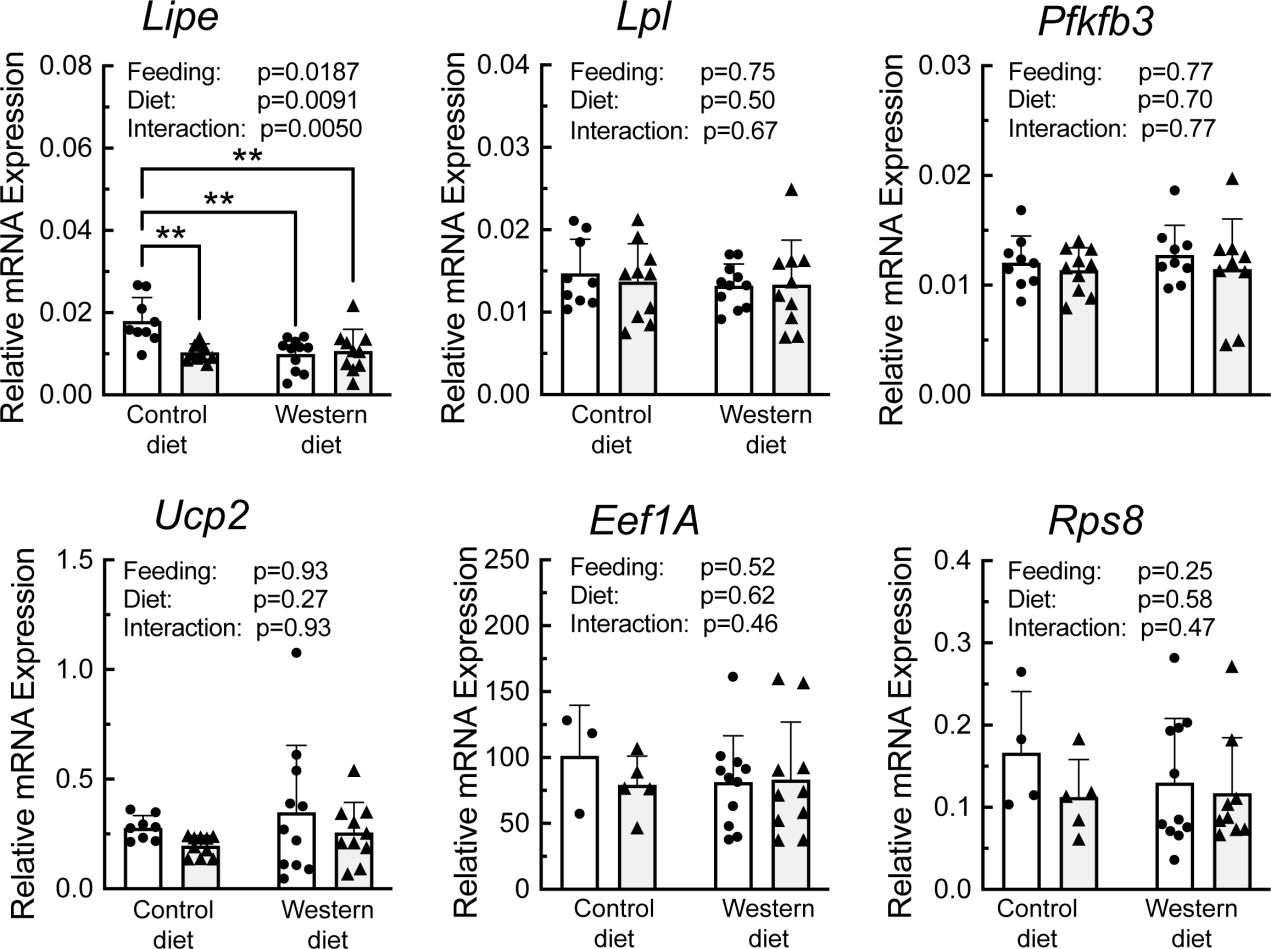
qRT-PCR analysis of mRNA abundance in the liver of rats fed a control diet or Western diet for 2 weeks. n=8-12 rats/group. **p<0.01.

## Discussion

The number of people who are obese has been steadily increasing for several decades and obesity and its associated complications are now one of the leading causes of death worldwide (55). A major causative factor contributing to the obesity epidemic is consumption of a diet enriched in saturated fatty acids and carbohydrates, i.e., a Western diet (56). One of the consequences of consuming a WD is the accumulation of fat in the liver, which in some cases can progress to NASH, one of the most common reasons for liver transplantation in Western countries (57). To better understand the molecular events leading to development of fatty liver disease, a number of studies have examined the changes in gene expression in the livers of mice and rats fed a WD. Most such studies (9, 58–60) have focused on changes occurring after several weeks or months of WD consumption, and few have assessed changes in gene expression at earlier time points. However, increases in hepatic triglyceride content and lipogenic gene expression manifest in rats fed a HFD for as little as two weeks (61). Moreover, the focus of previous studies has been almost exclusively on changes in the transcriptome without also investigating potential effects of diet on mRNA translation. Yet, changes in both mRNA abundance and translation contribute to establishment of proteostasis in response to a perturbation such as refeeding a fasted animal (62). Consequently, in the present study, the effects of short-term WD consumption on both the transcriptome and translatome in the liver were assessed to delineate some of the early changes in mRNA abundance and translation that occur in response to an obesogenic challenge. The results show that consumption of a WD was associated with changes in mRNA abundance as well as the number of ribosomes bound to numerous mRNAs. Unsurprisingly, functional analysis of WD-induced alterations in the transcriptome and translatome suggested that consumption of a WD had significant effects on both lipid and glucose metabolism as well as insulin signaling in the liver. Moreover, the analysis suggested that consumption of a WD had significant effects on the mitochondria, consistent with the changes in genes involved in lipid and glucose metabolism. 

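Supplemental Table 4 names 50 steatosis mRNAs with a ribosome density ratio, of which 49 were found by symbol and 46 had a mean of at least 1 FPKM. Ribosome density was at least 1.5-fold higher in WD for 45 of the 46. Cidea was the exception, with 1 fragment in the WD light fraction and listed at 0 in the other 3 fraction libraries. The median log2 change of the list was 1.10 (percentile 100 among random lists matched on expression). Since the list was chosen on these libraries, its position is not independent evidence. The measure of ribosome density moved the median most, to 0.40 with the heavy fraction over total RNA, by which 29 of the 46 were higher in WD. The larger part of the change came from the light fraction, where 39 mRNAs were lower in WD and the median was -0.64, whereas 30 were higher in the heavy fraction with a median of 0.43. When each library was rescaled to the same sum, the light fraction median was 0.023, against 0.43 for all loci, the heavy fraction median was 0.52, against 0.25, and the ribosome density median was 0.59. Relative to the median of all loci, the light fraction moved further than the heavy fraction on both scales. Fragment numbers were inferred for 33 of the 46, with a median of 57 fragments over the 4 fraction libraries. The 95% interval of the ratio lay above 1 for 11 of them and included 1 for 22. Fgf21 (chromosome 1, 101595578 to 101596822) had 35 light and 40 heavy fragments in CD and 20 and 40 in WD, a change of 1.89 (interval of the ratio, 1.74 to 8.00). Pemt (chromosome 10, 46339820 to 46404642) had 63 and 151 in CD and 51 and 129 in WD, a change of 1.16 (1.41 to 3.56). At the other end of the depth, 6 of the 33 mRNAs had 5 or fewer fragments over both heavy libraries. In 6 mRNAs the heavy to light ratio of the fragments was equal in CD and WD. Such equal fragments correspond to a ribosome density ratio of 2.12 in FPKM, because the authors' normalization gives a fragment of each library a different weight.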

The results also showed that ribosome density on 49 mRNAs involved in the development of liver steatosis was increased in the liver of rats fed a WD compared to a CD (**Supplemental Table 4**), indicative of an increase in translation of those mRNAs. In many cases, changes in ribosome association were greater than, and in some cases, independent of alterations in mRNA abundance, suggesting that expression of the proteins encoded by those mRNAs is primarily controlled through translational rather than transcriptional mechanisms.

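For 42 of these 46 steatosis mRNAs, the ribosome density change was larger in size than the abundance change. This list was selected on ribosome density in these libraries and not on abundance, so the selection itself largely fixes that count. The abundance of 25 changed by less than 1.5-fold either way, and it was higher in WD for 25 and lower for 21, with a median log2 change of 0.049 (percentile 56.5). Agpat2 (chromosome 3, 4044541 to 4055806) is an example, with 53 fragments in CD and 48 in WD total RNA and an abundance change of -0.079 (95% interval of the ratio, 0.627 to 1.43). Crtc3 rose most in abundance, by 2.85, and its ribosome density change was 1.09. With the heavy fraction over total RNA it was -3.59, a value in which the abundance rise enters with the opposite sign (heavy fraction change, -0.75). The 29 mRNAs with an abundance ratio in Supplemental Table 4 were all at least 1.5-fold higher in WD total RNA. They were selected at that threshold in these libraries, so the selection itself largely fixes this count. Their median change was 0.85 (range 0.61 to 2.85), and rescaling each library to the same sum moved it most, to 0.46. Fragment numbers were inferred for 24, with a median of 23 fragments over both total RNA libraries. The interval of the abundance ratio lay above 1 for 3 of them and included 1 for 21. Both lists shared 11 mRNAs. From changes in ribosome association that were larger than those in abundance, the paper proposes that the proteins encoded by these mRNAs are controlled mainly through translation rather than transcription.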

One of the best studied mechanisms for regulating mRNA translation involves reversible changes in mTORC1 activity. For example, activation of mTORC1 has selective effects on translation of a subset of mRNAs, many of which have a terminal oligopyrimidine (TOP) motif at the 5’-end of the message (63). More recent studies (e.g 36, 64), showed that mTORC1 also promotes the translation of mRNAs lacking a classical TOP motif, e.g., mRNAs with a uridine immediately after the m^7^GTP cap instead of cytosine, or mRNAs with an oligopyrimidine tract within four nucleotides of the transcription start site, i.e., TOP-like mRNAs (36). In the present study, three of the mRNAs that exhibited enhanced ribosome density in response to refeeding, i.e., *Eef1a*, *Rps8* and *Lpl*, possess classical TOP motifs and another mRNA, *Lipe*, possesses a TOP-like motif based on the sequence from the NCBI website (**Supplemental Table 5**; https://www.ncbi.nlm.nih.gov). Two other mRNAs that exhibited refeeding-induced upregulation of ribosome density in the present study, i.e., *Pfkfb3* and *Ucp2*, are neither TOP nor TOP-like mRNAs. However, the *Ucp2* mRNA has a classical TOP motif beginning at nucleotide 9 in the sequence on the NCBI website, and based on information in the FANTOM5 Rat Cage database (https://fantom.gsc.riken.jp/zenbu/), the C residue at the beginning of the motif is a potential alternative transcriptional start site. Consequently, it is perhaps not surprising that refeeding a fasted rat would promote ribosome attachment to the *Ucp2* mRNAs. However, the 5’-untranslated region (UTR) of the *Pfkfb3* mRNA has neither a TOP nor a TOP-like motif based either on the sequence in the NCBI database or on the most common transcriptional start site in the FANTOM5 Rat Cage database, suggesting that its translation is regulated through a mechanism distinct from mRNAs with a TOP or TOP-like motif.

The mechanism through which mRNAs lacking a TOP or TOP-like motif are translationally regulated is unknown. However, in the present study it may relate to the lack of an effect of diet on refeeding-induced phosphorylation of 4E-BP1 (eukaryotic initiation factor 4E binding protein 1). In this regard, recent studies (36, 65) showed that in cells in culture deficient in both 4E-BP1 and 4E-BP2 (DKO), changes in mRNA translation induced by mTORC1 inhibitors, e.g., Torin1, are absent or significantly attenuated. Thus, the eIF4E binding proteins play a critical role in mediating many mTORC1-induced changes in mRNA translation. However, some mRNAs are still translationally up- or downregulated in DKO cells, suggesting that mTORC1 acts through additional mechanisms to regulation mRNA translation. Based on the results of the present study, it is tempting to speculate that changes in phosphorylation of rpS6 might be a 4E-BP-independent mechanism involved in refeeding-induced changes in mRNA translation. In addition, mTORC1-independent mechanisms cannot be ruled out.

In a recent study (29), we showed that refeeding-induced activation of mTORC1 was blunted in the liver of obesity-prone Sprague Dawley rats fed a HFD compared to a control diet for two weeks. However, in the present study, mTORC1 activation was similar in the livers of obesity-prone Sprague Dawley rats fed either a WD or a CD. The reason for the different response to refeeding in the two studies is unknown. However, the results from polysome profiling are consistent with mTORC1 activity being lower in the liver of WD compared to CD fed rats. Thus, the proportion of 46 TOP mRNAs in the heavy polysomal fraction was lower in the liver of rats fed a WD compared to a CD (**Supplemental Figure 4**). Moreover, refeeding-induced activation of mTORC1, as assessed by changes in phosphorylation of rpS6, was blunted in the liver of Sprague Dawley rats fed a WD compared to a CD in association with attenuated ribosome association of several TOP and TOP-like mRNAs.

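The list of Supplemental Fig. 4 was not used here. In its place stand 96 genes, cytosolic ribosomal proteins and other mRNAs known to carry a TOP motif, of which 76 were compared. Ribosome density was lower in WD for 57 and higher for 19 of them, with a median log2 change of -0.88 (percentile 0 among random lists matched on expression). In the light fraction, 56 of the 76 were higher in WD and the median was 0.89 (percentile 100). The median change was -0.034 in the heavy fraction (percentile 19.4) and 0 in total RNA. With the heavy fraction over total RNA as the measure, the median ribosome density change was -0.017 and 39 mRNAs were lower. The 60 ribosomal protein mRNAs and the other 16 differed. For the former, the median ribosome density change of -1.05 rests on the WD light library, since their medians were 0.97 in the light fraction and 0 in the heavy fraction. For the other 16, ribosome density had a median of -0.39 (percentile 1.68), with medians of 0.051 in the light and -0.26 in the heavy fraction (percentile 3.1), where 11 were lower. Their median was -0.30 (percentile 2.6) with the heavy fraction over total RNA. Ribosome density of the 76 also varied with the number of pseudogenes named after the gene. The median was -1.14 for 58 mRNAs with at least 6 such copies and -0.19 for 18 with fewer. In the light fraction, the median of ribosomal protein mRNAs was 1.09 for 53 with at least 6 copies and 0.20 for 7 with fewer. That of the other TOP mRNAs was 0.99 for 5 with at least 6 copies and -0.038 for those with fewer. The difference between both groups in the light fraction can therefore not be separated from copy number. Eef1a1 (chromosome 8, 85838868 to 85840818) went from 54 fragments in the CD to 1661 in the WD light fraction and from 35 to 27 in the heavy fraction, a ribosome density change of -4.23 (95% interval of the ratio, 0.0289 to 0.0982). Several ribosomal protein mRNAs were close to 0 outside the WD light library. Of the 70 in the deposited values, 22 had a mean below 5 FPKM over the other 5 libraries, and 11 of these were more than 5 times higher in the WD light fraction than in any other library. The 5 of them with inferred fragments had 252 in the WD light fraction, 2 in the CD light fraction, 7 in CD and 1 in WD total RNA, and 2 (CD) and 1 (WD) in the heavy fraction. The paper regards the lower proportion of TOP mRNAs in the heavy fraction as compatible with lower mTORC1 activity on the WD. It also states that mTORC1 activation in these rats was similar on both diets.

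**Figure D2:**
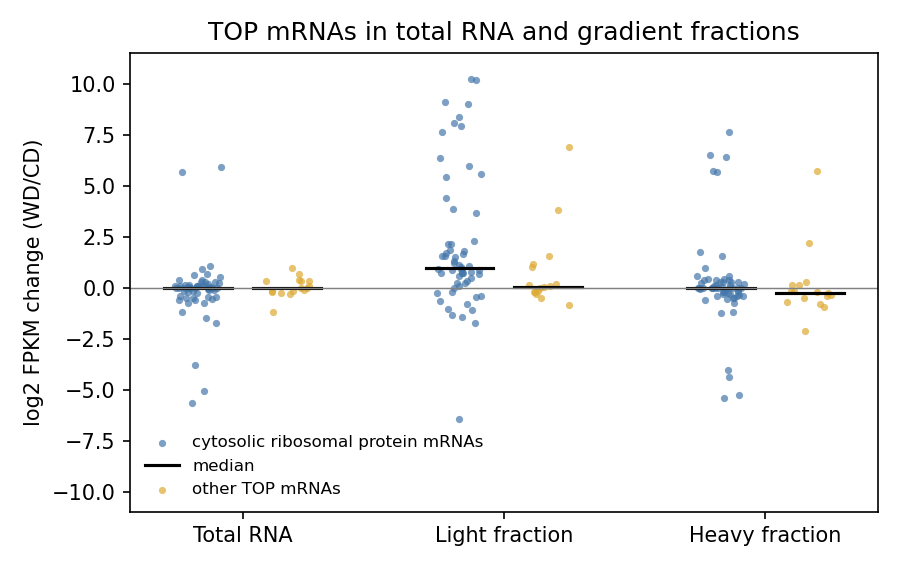
Log2 change from CD to WD of 60 cytosolic ribosomal protein mRNAs and 16 other TOP mRNAs in total RNA, the light fraction and the heavy fraction. Each point is an mRNA and each bar a median. The median of the ribosomal protein mRNAs was 0.97 in the light fraction and 0 in total RNA and the heavy fraction. That of the other TOP mRNAs was 0.051 in the light fraction, -0.035 in total RNA and -0.26 in the heavy fraction.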

More than 500 genes were translationally downregulated at least 1.5 log_2_(FC) in response following 1-h re-feeding. 

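Ribosome density was lower in WD by at least 1.5 on the log2 scale at 1574 loci, and it was higher by as much at 1133. The filter moved the former count most, from 281 with a mean of at least 10 FPKM to 3060 with no filter. Of the 1574 loci, 793 were listed at 0 in at least 1 library of the light or heavy fraction, and 553 of these in the WD heavy fraction. The remaining 781 were above 0 in all 4. The share of such loci fell with expression, from 28.4% at a mean of 1 to 3 FPKM to 15.8% from 3 to 10 FPKM and 4.79% at 100 FPKM or more. Fragment numbers were inferred for 1147 of them, with a median of 20 fragments over the 4 libraries, compared with 52 for all genes compared. Of the 1147, 52.0% had 5 or fewer fragments over both heavy libraries. When the fragments were redistributed between the diets without any diet effect, 840 genes (median of 200 draws, range 788 to 918) were lower by as much. The corresponding number of genes higher by at least 1.5 was 657 (range 599 to 718) after redistribution and 837 as measured.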

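Among 69 mitochondrial ribosomal protein mRNAs, ribosome density was lower by at least 1.5 on the log2 scale for 14 (20.3%), compared with 15.4% of all loci. It was higher by as much for 8. In all, 32 were lower and 37 higher in WD, with a median of 0.14 (percentile 89.9 among random lists). Rescaling each library to the same sum turned the median to -0.12, when that of all loci was -0.17. In the heavy fraction, 7 of the 69 were listed at 0 in WD and 7 in CD. Mrpl13 (chromosome 7, 95288375 to 95387680) had 13 light and 12 heavy fragments in CD and 30 and 3 in WD, a change of -2.10 (95% interval of the ratio, 0.0372 to 1.09). Mrpl38 had 4 and 6 fragments in CD and 9 and 1 in WD, a change of -2.57 (0.00309 to 2.24), and Mrps34 had 4 and 7 and then 19 and 5, a change of -1.63 (0.0493 to 1.95). Mrpl21, Mrpl27, Mrps18a, Mrps21, Mrps6 and the glutamyl-tRNA synthetase gene Ears2 were all listed at 0 in the WD heavy fraction. In the CD heavy fraction they had between 1 and 4 fragments, except Mrps21, for which no fragment numbers could be inferred. The change of Mrpl4 (chromosome 8, 22021212 to 22027228) was 0.086 (interval of the ratio, 0.493 to 2.29), from 24 light and 24 heavy fragments in CD and 64 and 32 in WD. Redistribution of fragments without a diet effect gave 8 family members lower by at least 1.5 (median of 200 draws, range 3 to 14), compared with 12 measured among the 59 with inferred fragments.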

Interestingly, gene ontology analysis of these genes using Enrichr (https://maayanlab.cloud/Enrichr/) identified significant enrichment of genes associated with mitochondrial mRNA translation (e.g., *Mrpl27*, *Mrpl38*, *Mrps18A*, *Mrps21*, *Mrps34*, *Mrpl4*, *Mrpl13*, *Mrps6*, *Mrpl21*, *Ears2*). Moreover, functional analysis of these translationally downregulated genes, found significant enrichment of genes associated with mitogen-activated protein kinase binding (*Prmt1*, *Dusp8*, *Sirt1*, *Dusp6*), NAD-dependent histone deacetylase activity (*Sirt1*, *Sirt6*), and protein-arginine omega-N monomethyl transferase activity (*Prmt7* and *Prmt1*), pathways associated with perturbations in translation in previous studies [*Mapk* (66–70); *Hdac*/*Sirt* (71–76); *Prmt* (77–81)].

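Of the 6 mRNAs named for these functions, Dusp6 (chromosome 7, 41475162 to 41479392) had the most fragments, with 114 in the light and 187 in the heavy fraction in CD and 114 and 64 in WD. Its ribosome density change was -0.46 (95% interval of the ratio, 0.485 to 1.09), and its abundance change was -1.19 (interval 0.319 to 0.597). Sirt1 (chromosome 20, 26833356 to 26852199) had 15 light and 7 heavy fragments in CD and 13 in the WD light fraction, and was listed at 0 in the WD heavy fraction, which allows a ratio of up to 2.13. Prmt1 and Dusp8 were also listed at 0 there, with 5 and 4 fragments in the CD heavy fraction. Sirt6 (chromosome 7, 10937598 to 10943063) went from 8 to 1 heavy fragments, a change of -3.04 (interval of the ratio, 0.00231 to 1.33). Prmt7 went from 3.78 FPKM to 0.638 FPKM in the heavy fraction and from 1.22 FPKM to 2.97 FPKM in the light fraction, a change of -3.62. Together with the mRNAs named for mitochondrial translation, 15 of the 16 mRNAs were lower in WD and 14 by at least 1.5. Fragment numbers were inferred for 14 of the 16, with a median of 6 fragments over both heavy libraries, and the interval of the ratio lay below 1 for 0 of these 14.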

Overall, the results of the present study show that feeding a WD for as little as two weeks induced significant changes in both the transcriptome and the ribosome association of mRNAs in the liver. Many of the changes were in genes involved in lipid and carbohydrate metabolism, although genes involved in other processes were also identified. A number of mRNAs with TOP or TOP-like motifs in the 5’-UTR were identified in the polysome profiling portion of the study, but many others lack such structures and therefore are likely to be regulated through alternative mechanisms that need to be delineated in future studies.

## Data availability statement

The RNAseq datasets generated in this study can be found in the NCBI’s Gene Expression Omnibus (82), and are accessible through GEO Series accession number GSE214513 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214513.

## Ethics statement

The animal study was reviewed and approved by Penn State College of Medicine Institutional Animal Care and Use Committee.

## Author contributions

JW, MD, LJ, and SK designed research; JW and HL conducted research; JW, YI, and SK analyzed data; and JW and SK wrote the paper. SK had primary responsibility for final content. All authors read and approved the final manuscript.

## Funding

This work was supported by NIH grant DK013499. This project was funded, in part, under a grant with the Pennsylvania Department of Health using Tobacco CURE Funds. The Department specifically disclaims responsibility for any analyses, interpretations, or conclusions.

## Acknowledgments

The authors would like to thank Drs. Ryan Hobbs for his assistance in OCT tissue sectioning and Anna Salzberg for assistance with RNAseq and Riboseq analyses.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: An integrative approach to assessing effects of a short-term Western diet on gene expression in rat liver
**Source:** Front Endocrinol (Lausanne). 2022 Oct 26;13:1032293. doi: 10.3389/fendo.2022.1032293
**Supplement:** Supplementary file 5

Supplemental Table 1  
Composition of Experimental Diets

|                            | Control Diet<br>TD.08485 (g/Kg) | Western Diet<br>TD.88137 (g/Kg) |
|----------------------------|---------------------------------|---------------------------------|
| Casein                     | 195                             | 195                             |
| DL-Methionine              | 3                               | 3                               |
| Sucrose                    | 120                             | 341.46                          |
| Corn Starch                | 432.99                          | 150                             |
| Maltodextrin               | 100                             | –                               |
| Anhydrous Milkfat          | 37.2                            | 210                             |
| Cholesterol                | –                               | 1.5                             |
| Soybean Oil                | 12.8                            | –                               |
| Cellulose                  | 50                              | 50                              |
| Mineral Mix, AIN-76        | 35                              | 35                              |
| Calcium Carbonate          | 4                               | 4                               |
| Vitamin Mix (Teklad 40060) | 10                              | 10                              |
| Ethoxyquin (antioxidant)   | 0.01                            | 0.04                            |

|              | Control Diet       |                  | Western Diet       |                  |
|--------------|--------------------|------------------|--------------------|------------------|
|              | <u>% by Weight</u> | <u>% by kcal</u> | <u>% by Weight</u> | <u>% by kcal</u> |
| Protein      | 17.3               | 19.1             | 17.3               | 15.2             |
| Carbohydrate | 61.3               | 67.9             | 48.5               | 42.7             |
| Fat          | 5.2                | 13.0             | 21.2               | 42.0             |

|                                   |                  |
|-----------------------------------|------------------|
| <b>Fatty Acid Profile (macro)</b> | <b>% of diet</b> |
| Saturated Fat                     | 12.8             |
| Monosaturated fat                 | 5.6              |
| Polyunsaturated fat               | 1.0              |
| Unknown                           | 1.3              |
| <b>Fatty Acid Profile (micro)</b> |                  |
| Saturated fat                     | 61.8             |
| Monounsaturated fat               | 27.3             |
| Polyunsaturated fat               | 4.7              |
| 4:0                               | 2.1              |
| 6:0                               | 1.5              |
| 8:0                               | 1.1              |
| 10:0                              | 2.6              |
| 12:0                              | 3.3              |

|                  |      |
|------------------|------|
| 14:0             | 10.6 |
| 16:0             | 28.9 |
| 16:1             | 1.5  |
| 18:0             | 12.5 |
| 18:1 (oleic)     | 20.9 |
| 18:1 isomers     | 4.0  |
| 18:2 (linoleic)  | 2.3  |
| 18:2 isomers     | 1.3  |
| 18:3 (linolenic) | 0.7  |

# Supplementary material for: An integrative approach to assessing effects of a short-term Western diet on gene expression in rat liver
**Source:** Front Endocrinol (Lausanne). 2022 Oct 26;13:1032293. doi: 10.3389/fendo.2022.1032293
**Supplement:** Supplementary file 6

Supplementary Table 2

Sequence of Primers used for Quantitative Real-Time PCR

| Gene           |         | Sequence (5'-3')       |
|----------------|---------|------------------------|
| <i>Lpl</i>     | Forward | TACCAAGCTGGTGGGAAATG   |
|                | Reverse | GCTGGATCCAAGCCAGTAAT   |
| <i>Lipe</i>    | Forward | CCCTCTACTCGTCACCCATA   |
|                | Reverse | GCAGGTCCTCTACCACTTTC   |
| <i>Pfkfb3</i>  | Forward | TGGAATTAGAGCGCCAAGAG   |
|                | Reverse | AGTGGGCATTTCAGGTATGG   |
| <i>Ucp2</i>    | Forward | GTCTGCACTCCTGTGTTCTC   |
|                | Reverse | CTCTAAAGGTGTCCCGTTCTTC |
| <i>Eef1A</i>   | Forward | GATCGATCGTCGTTCTGGTAAG |
|                | Reverse | AGTGGAGGGTAGTCAGAGAAG  |
| <i>Rps8</i>    | Forward | CGCATACATACAGTCCGAGTTC |
|                | Reverse | CAGTTCTTCACCAGGGTCTTG  |
| <i>Map3k14</i> | Forward | TGGAACTTCGGAGGAAAGTG   |
|                | Reverse | CTCTCTTGGCAGGGTATGTAAG |

# Supplementary Table 2

## Antibodies Used for Western Blot Analysis

| Antigen                          | Source, Item Number               | Dilution |
|----------------------------------|-----------------------------------|----------|
| p70S6K                           | Bethyl Laboratories, #A300-510A   | 1:10,000 |
| phospho-p70S6K (Thr389)          | Cell Signaling Technology, #9205  | 1:1,000  |
| Akt                              | Cell Signaling Technology, #4685  | 1:1,000  |
| phospho-Akt (S473)               | Cell Signaling Technology, #9271  | 1:1,000  |
| rpS6                             | Cell Signaling Technology, #2317  | 1:1,000  |
| phospho-rpS6 (S240/244)          | Cell Signaling Technology, #2215S | 1:1,000  |
| 4E-BP1                           | Cell Signaling Technology, #9644S | 1:1,000  |
| phospho-4E-BP1 (T37/46)          | Cell Signaling Technology, #2855  | 1:1,000  |
| Rabbit light chain HRP conjugate | Bethyl Laboratories, #A120-113P   | 1:10,000 |

Supplementary Table 3

mRNAs in the Ingenuity Pathway Analysis Category Liver Steatosis that were  $\geq 1.5$ -fold Higher in Rats Fed a Western Diet Compared to a Control Diet\*

\*colored cells denote genes common to both lists

Supplementary Table 4

## Sequence of the 5'-End of Select Rat mRNAs

| Gene          | Accession Number | 5'-UTR                                   | 5'-UTR Length |
|---------------|------------------|------------------------------------------|---------------|
| <i>Eef1a</i>  | NM_175838.2      | 5'- <b>tttttc</b> gcaa cgggtttgcc        | 66 nt         |
| <i>Rps8</i>   | NM_031706.1      | 5'- <b>ctctttcc</b> ag ccagcgccga        | 23 nt         |
| <i>Lipe</i>   | NM_012859.1      | 5'-tag <u>cccta</u> ac <u>ccctctccca</u> | 193 nt        |
| <i>Lpl</i>    | NM_012598.2      | 5'- <b>ctcctcc</b> aag aaattctgcc        | 189 nt        |
| <i>Pfkfb3</i> | NM_057135.1      | 5'-gaggctgacg cgccgcgcta                 | 405 nt        |
| <i>Ucp2</i>   | NM_019354.3      | 5'-actgtcag <u>cc</u> <u>cctccctcgg</u>  | 373 nt        |

Characters in bold denote terminal oligopyrimidine (TOP) motifs. Underlined characters denote uninterrupted stretches of four or more pyrimidine residues within 20 nucleotides of the 5'-end of the mRNA. UTR, untranslated region.

# Supplementary material for: An integrative approach to assessing effects of a short-term Western diet on gene expression in rat liver
**Source:** Front Endocrinol (Lausanne). 2022 Oct 26;13:1032293. doi: 10.3389/fendo.2022.1032293
**Supplement:** Supplementary file 7

Supplementary Table 3

Antibodies Used for Western Blot Analysis

| Antigen                          | Source, Item Number               | Dilution |
|----------------------------------|-----------------------------------|----------|
| p70S6K                           | Bethyl Laboratories, #A300-510A   | 1:10,000 |
| phospho-p70S6K (Thr389)          | Cell Signaling Technology, #9205  | 1:1,000  |
| Akt                              | Cell Signaling Technology, #4685  | 1:1,000  |
| phospho-Akt (S473)               | Cell Signaling Technology, #9271  | 1:1,000  |
| rpS6                             | Cell Signaling Technology, #2317  | 1:1,000  |
| phospho-rpS6 (S240/244)          | Cell Signaling Technology, #2215S | 1:1,000  |
| 4E-BP1                           | Cell Signaling Technology, #9644S | 1:1,000  |
| phospho-4E-BP1 (T37/46)          | Cell Signaling Technology, #2855  | 1:1,000  |
| Rabbit light chain HRP conjugate | Bethyl Laboratories, #A120-113P   | 1:10,000 |

# Supplementary material for: An integrative approach to assessing effects of a short-term Western diet on gene expression in rat liver
**Source:** Front Endocrinol (Lausanne). 2022 Oct 26;13:1032293. doi: 10.3389/fendo.2022.1032293
**Supplement:** Supplementary file 8

Supplementary Table 4

mRNAs in the Ingenuity Pathway Analysis Category Liver Steatosis that were  $\geq 1.5$ -fold Higher in Rats Fed a Western Diet Compared to a Control Diet\*

\*colored cells denote genes common to both lists

# Supplementary material for: An integrative approach to assessing effects of a short-term Western diet on gene expression in rat liver
**Source:** Front Endocrinol (Lausanne). 2022 Oct 26;13:1032293. doi: 10.3389/fendo.2022.1032293
**Supplement:** Supplementary file 9

Supplementary Table 5

## Sequence of the 5'-End of Select Rat mRNAs

| Gene          | Accession Number | 5'-UTR                                   | 5'-UTR Length |
|---------------|------------------|------------------------------------------|---------------|
| <i>Eef1a</i>  | NM_175838.2      | 5'- <b>tttttc</b> gcaa cgggtttgcc        | 66 nt         |
| <i>Rps8</i>   | NM_031706.1      | 5'- <b>ctctttcc</b> ag ccagcgccga        | 23 nt         |
| <i>Lipe</i>   | NM_012859.1      | 5'-tag <u>cccta</u> ac <u>ccctctccca</u> | 193 nt        |
| <i>Lpl</i>    | NM_012598.2      | 5'- <b>ctcctcc</b> aag aaattctgcc        | 189 nt        |
| <i>Pfkfb3</i> | NM_057135.1      | 5'-gaggctgacg cgccgcgcta                 | 405 nt        |
| <i>Ucp2</i>   | NM_019354.3      | 5'-actgtcag <u>cc</u> <u>cctccctcgg</u>  | 373 nt        |

Characters in bold denote terminal oligopyrimidine (TOP) motifs. Underlined characters denote uninterrupted stretches of four or more pyrimidine residues within 20 nucleotides of the 5'-end of the mRNA. UTR, untranslated region.

How the deposited data were processed for this re-analysis (not part of the article)

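Gene expression was compared in 6 libraries from rat liver, namely total RNA and the light and heavy sucrose gradient fractions of rats fed the CD or the WD, each pooled from 3 rats. The authors removed ribosomal RNA, aligned reads to Rnor_6.0 with TopHat and quantified them with the Cufflinks 2.2.1 pipeline. The deposited values are FPKM per locus with the lower and upper bound that Cufflinks gives for each. The annotation is not named in the paper's text, and symbols and loci follow Ensembl. The deposited FPKM values differ in their sums between libraries because 864 loci without a symbol, about the length of a short read, hold most of the sum. Loci with a symbol sum to between 616030 and 866676 FPKM per library. Where each library was rescaled to the same sum, the sum was that of all loci, so loci without a symbol largely set the scale.

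Analyses were run with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. A log2 change was computed from the deposited FPKM values after adding 0.1 FPKM, a fold or ratio is WD over CD of the authors' FPKM values, and a percent is a share of the loci compared unless stated otherwise. Loci were kept with a symbol, a successful estimate and a mean of at least 1 FPKM over the 6 libraries. Where a symbol occurred on several loci, a named gene was taken at the locus with the highest mean. A symbol of 277 loci occurred on more than 1 locus, and 173 loci merged several symbols. Ratios of at least 1.5 and at most 0.75 and a log2 change of 1.5 are the paper's thresholds for ribosome density, and the ratios were applied to abundance as well. The paper's methods state both ratios for CD over WD, whereas they were applied to WD over CD here. The paper's text names no filter on low values and no pseudocount. Its differential expression software was not rerun, since no p-value can be had from 1 library per condition.

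The number of fragments behind deposited FPKM values was inferred from the ratios of a gene's values between libraries, as the whole numbers that 1 factor per library and 1 step per gene explain. Such numbers were found for 76.2% of 13283 genes above 0 in at least 2 libraries, and for 7.53% after values were jittered by 1%. They were compared with the bounds of Cufflinks, which depend on the fragment number. The same bounds served to choose among multiples of a gene's numbers, so a match is not an independent check. Of 40848 values of up to 30 fragments, 85.6% had the relative bound shared by that number and 4.37% the bound of 1 fragment more. The method was tested on simulated data, where 99.8% of 3805 genes were given numbers and 99.9% of these were the true numbers in all 6 libraries. The inferred numbers are estimates, and multiples of them would give the same FPKM. Of the loci compared, 7317 (71.7%) had fragment numbers in all 6 libraries. The share of these with 10 or fewer fragments was 29.1% in the WD light fraction and between 43.0% and 55.7% in the other libraries. Relative to the CD heavy fraction, the depth of the WD light fraction was 2.34 and that of the other libraries was between 1.02 and 1.57.

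To describe counting error, the fragments of each gene in total RNA and in each fraction were redistributed 200 times between the diets. The share of each diet was set by the relative depth of its library and was the same for all genes. The comparison of changes was tested on simulated data with 200 planted genes among 7317. The planted change was 2 on the log2 scale, only in genes with a mean of at least 30 FPKM. Of the planted genes, 97.5% were recovered in the right direction for abundance and 98% for ribosome density. Recovery of smaller changes or at lower expression was not tested. Named genes are those the paper names, those of Supplemental Table 4, apart from 2 whose single values were left out, and the 3 highest and 3 lowest changes among loci with a mean of at least 10 FPKM and a symbol found on no other locus, where for ribosome density the heavy to light and heavy to total changes had the same sign. For other lists, the members with the largest change either way could be named. Lists covered cytosolic ribosomal proteins, other TOP mRNAs, mitochondrial ribosomal proteins, cholesterol synthesis, fatty acid and triglyceride synthesis, fatty acid oxidation and ketogenesis, glucose metabolism and insulin signaling, nuclear-encoded oxidative phosphorylation, proteasome subunits, abundant hepatocyte secreted proteins, replication-dependent histones, and markers of blood cells, of Kupffer cells and macrophages, and of adipocytes. A list's median was placed among 10000 random lists of the same size drawn from 20 bins of mean expression, and its 95% interval was taken from 2000 bootstrap draws of its members.

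Alternatives were a mean of at least 0.1 FPKM, of at least 10 FPKM and no filter, a pseudocount of 1 FPKM, of 0.01 FPKM and none, changes centred on their median, each library rescaled to the same sum, the heavy fraction over total RNA, symbols on 1 locus only, the interquartile range, the inverse ratio, and all list members found. Pseudogene copies were counted by name in the RefSeq annotation of the rat assembly GRCr8, which was used for names only and held the symbols of 8670 of the loci compared (85.0%). Sequences, read-level files, qRT-PCR and Western blot data were not analysed here.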

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

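The small RNA loci named here were chosen after their values were seen, and all tests in this part only after the result was seen.

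Small RNAs that the paper does not discuss stood far above the other libraries in the WD light fraction. A 7SK locus on chromosome 8 (85480291 to 85480622) was at 49133.6 FPKM there, compared with 273 FPKM in the CD light fraction and 467 FPKM in CD total RNA. A locus that joins AC135454.1 with a signal recognition particle RNA (Metazoa_SRP, chromosome 19, 22450029 to 22486531) was at 65399.7 FPKM in the WD light fraction and 88.3 FPKM in the CD light fraction. Summed over 20 loci, 7SK was at 57124 FPKM in the WD and 14807 FPKM in the CD light fraction, a log2 change of 1.95. Without the locus on chromosome 8, the other 19 loci summed to 7990 FPKM and 14533.5 FPKM, a change of -0.86. The other 17 signal recognition particle loci summed to 5625 FPKM and 6610 FPKM, a change of -0.23, so the rise of each RNA is at 1 locus. If reads of multi-copy small RNAs were counted in the WD light library alone, other small RNA families should rise there too. Over 6 other families the median change was 0.83, with 5 families higher and 2 of them listed at 0 in a light library. That number is too small to decide, and counting of multi-copy reads and an effect of the diet cannot be told apart. With 1 library, a technical difference of the WD light library and a difference of the WD livers are confounded.

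Cholesterol synthesis mRNAs, which the paper does not report as a group, were lower in WD total RNA, with a median log2 change of -0.49. The direction was the same with the changes centred (-0.51) and with each library rescaled (-0.48). Leaving out each of the 23 mRNAs in turn kept the median at -0.49. The counts argue against counting error. The 20 mRNAs with inferred fragments had 943 in WD and 1440 in CD total RNA. In FPKM, 1 fragment of WD total RNA was worth 1.046 times 1 of CD total RNA. With this weight the ratio was 0.685, with a 95% interval whose upper limit was 0.744. Random lists matched on expression gave ratios between 0.774 and 1.17 (their middle 95%). A lower share of hepatocyte RNA as the whole cause is argued against by mRNAs of abundant hepatocyte secreted proteins. Their median change was -0.037 (95% bootstrap interval -0.11 to 0.022), with 5 higher and 12 lower. Kupffer cell and macrophage markers were higher (median 0.38, 9 of 11 higher), whereas blood cell markers were lower (median -0.64, 5 of 6 lower). A smaller shift in cell composition is therefore not excluded. The WD held added cholesterol (0.2% in the paper's methods), so a response of the liver to the diet is a candidate explanation. It was not tested, and neither was a difference between the pools of rats apart from diet.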

How the results depend on the processing

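The main settings, the thresholds, the gene lists and all alternatives were chosen before the data were examined, apart from 3 alternatives chosen after seeing the data. These are the heavy fraction alone and mRNAs with fewer than 6 pseudogene copies, both for the TOP list, and no pseudocount where the compared libraries were above 0.

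The SD of ribosome density changes exceeded that of abundance changes under every alternative run, with a ratio between 1.32 (mean of at least 10 FPKM) and 2.07 (interquartile range). Supplemental Table 4 gives 2 steatosis lists, and below, ribosome density refers to the list with ribosome density ratios and abundance to the list of 29 mRNAs with abundance ratios. The median ribosome density change of the former stayed above 0 (0.40 to 1.16), as did the median abundance change of the latter (0.46 to 0.87). Each list was selected on that measure in these libraries, which largely fixes the sign. The median abundance change of the list for ribosome density was 0.049 and turned to -0.10 with each library rescaled. The median of the cytosolic ribosomal protein and TOP list stayed below 0 (-0.98 to -0.017), with 39 to 65 mRNAs lower. The counts of loci, the ratio of the SDs and the medians of these lists and of mitochondrial ribosomal proteins were compared under all settings that apply to them. Of these comparisons, 144 changed little, 39 moved and 1 reversed. A median changed little if it stayed inside its 95% bootstrap interval, and a count or ratio if it stayed within 1.5-fold. Medians of other lists are not in these counts, nor is the abundance of the steatosis list for ribosome density, and more of them changed sign. With each library rescaled, the ribosome density median turned to -0.19 for fatty acid oxidation and ketogenesis, -0.19 for hepatocyte secreted proteins and -0.17 for proteasome subunits, whose abundance median turned to -0.085. With the heavy fraction over total RNA, it turned to 0.31 for cholesterol synthesis, 0.16 for oxidative phosphorylation, -0.020 for proteasome subunits, 1.01 for blood cell markers, -0.73 for the steatosis list for abundance and -0.18 for the mRNAs named for qRT-PCR or as examples.

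With a mean of at least 10 FPKM, fewer loci are counted by construction. Of 4069 loci, both measures were higher at 1060 and lower at 951, abundance alone was higher at 911 and ribosome density alone at 1040. Ribosome density was at least 1.5-fold higher at 947, at most 0.75 at 1122, lower by 1.5 log2 at 281 and higher by as much at 243. Abundance was at least 1.5-fold higher at 357 and at most 0.75 at 659, and the ribosome density change was the larger at 2822. The steatosis abundance median was 0.74. More loci count by construction with a mean of at least 0.1 FPKM, where 2810 were lower by 1.5 log2 in ribosome density, 1828 higher, and 2798 at least 1.5-fold higher in abundance. With no filter these were 3060, 1896 and 2957.

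A larger pseudocount shrinks changes of low values. With 1 FPKM, ribosome density was lower by 1.5 log2 at 1030 loci and higher at 673, and the steatosis medians were 0.93 (ribosome density) and 0.71 (abundance). Without a pseudocount, which leaves out loci at 0, the counts were 793 and 688. No value without a pseudocount exists for genes listed at 0.

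Rescaling each library to the same sum moved the median of all loci from 0.022 to -0.095 for abundance, from -0.021 to -0.17 for ribosome density, from 0.017 to 0.43 in the light fraction, from -0.015 to 0.25 in the heavy fraction and from 0 to 0.39 for the heavy fraction over total RNA. The sum covered loci without a symbol, which hold most of it, and ran from 19187200 FPKM (WD heavy) to 45260900 FPKM (CD light). Rescaling also makes the pseudocount larger relative to the values, and unequally so between libraries. Both measures were then higher at 1495 loci and lower at 3812, ribosome density was at least 1.5-fold higher at 1468, lower by 1.5 log2 at 675 and higher at 262, and abundance was at least 1.5-fold higher at 604. The steatosis medians were 0.59 (ribosome density) and 0.46 (abundance). The median of mitochondrial ribosomal proteins reversed to -0.12, above the -0.17 of all loci. Apart from the shift and the pseudocount, the cause was not tested.

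With the heavy fraction over total RNA, both measures were higher at 1576 loci and lower at 1382, the steatosis ribosome density median was 0.40 and that of the TOP list was -0.017. Total RNA enters both measures with opposite signs by construction. The TOP median was -0.034 in the heavy fraction alone and -0.19 for mRNAs with fewer than 6 pseudogene copies, and the cause was not tested.

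For the single genes reported, 545 values changed little, 50 moved and 21 reversed. Where fragments were inferred, a value changed little if it stayed inside the gene's 95% interval, and otherwise if it stayed within 1.5-fold. Many intervals are wide, so these counts do not show stable values. The ribosome density ratio of Map3k14 went from 16.6 to 1.92 with rescaling, inside its interval of 1.14 to 1457. With the heavy fraction over total RNA, the ribosome density change reversed for Abcg1 (-0.024), Blvra (-0.090), Cd14 (-0.56), Cnr2 (-0.83), Crtc3 (-3.59), Elovl5 (-0.015), Hmox1 (-0.35), Id1 (-0.10), Ikbkb (-0.49), Krt8 (-0.48), Lbp (-0.27), Ncoa5 (-0.81), Pde5a (-0.84), Pfkfb3 (-0.90), Ppargc1a (-2.23), Terf2ip (-0.64) and Tlr2 (-1.42). With each library rescaled it reversed for Mrpl4 (-0.15), Mrps6 (0.13) and Tlr2 (-0.092), and with a pseudocount of 1 FPKM for Mrps6 (0.46). The cause was not tested.

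Depth limits single genes most. A median of 8 to 22 fragments per gene and library leaves wide intervals, which included a ratio of 1 for 22 of 33 steatosis mRNAs with inferred fragments. Sums over lists and libraries are less affected.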

Differences from the paper's values

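Ribosome density was lower by at least 1.5 log2 at 1574 loci, whereas the paper's number is more than 500. The paper's number is a lower limit, which each alternative set before the data were examined exceeded except a mean of at least 10 FPKM (281 loci). Rescaling each library (675 loci) came within 1.5-fold of it, but its ratios equalled those of the paper's table for 0 of 48 mRNAs and were more than 1.5-fold apart for 24. Without a pseudocount, which equalled the table for 45 of 45, there were 793 loci. The count was 1030 with a pseudocount of 1 FPKM and 3060 with no filter.

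The ribosome density ratio of Map3k14 was 16.6, and the paper's ratio in Supplemental Table 4 is 25.472. Of the alternatives set before the data were examined, no pseudocount (25.5), a pseudocount of 0.01 FPKM (24.2) and the heavy fraction over total RNA (18.3) came within 1.5-fold of the paper's ratio. The last of these stayed well below it. A pseudocount of 1 FPKM, centring and rescaling did not. In Fig. 2C, Map3k14 lies at about 2.2 on the ribosome density axis and at about -1.6 on the abundance axis, both the paper's values read by eye, compared with log2 changes of 4.06 and -2.49. A pseudocount of 1 FPKM came nearest to both values (1.97 and -1.16) without reaching them, and the other alternatives set before the data were examined lay further away.

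The ribosome density ratio of Cidea was 0.0556, a value that rests on the added 0.1 FPKM, and the paper's ratio is 1.862. Cidea was listed at 0 in the CD light and both heavy fractions, and none of the alternatives set before the data were examined closed the gap. A comparison made after seeing the values found that the ratio of Cideb without a pseudocount, 1.86, equals the paper's ratio for Cidea after rounding. The paper's ratio of Cyp4a14, a symbol not found among the deposited loci, is 3.393, and a locus of Cyp4a2 gave 3.39. Without a pseudocount, the ratios of 45 of 45 of the genes reported singly for ribosome density and 25 of 25 for abundance that were above 0 in all 6 libraries equalled the paper's after rounding.

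The paper names Mrpl4 and Dusp6 among genes whose translation fell past its log2 threshold. Here the ribosome density change was 0.086 for Mrpl4 and -0.46 for Dusp6. The text counts fewer steatosis mRNAs than the 50 that Supplemental Table 4 lists, and 45 were higher here. The paper's methods give the ratio as CD over WD, and its figure as WD over CD, which was followed here.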

Other observations

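In this part, the tests of movement between fractions and of pseudogene copies were chosen only after the result was seen.

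The fall in ribosome density of 60 cytosolic ribosomal protein mRNAs came with a higher level in the WD light fraction, at an equal level in the heavy fraction (medians 0.97 and 0). The 16 other TOP mRNAs differed, with a median of 0.051 in the light and -0.26 in the heavy fraction. If mRNAs had moved from the heavy to the light fraction, light and heavy levels should add up to total RNA in both diets. For the ribosomal protein mRNAs, the level of total RNA predicted from both fractions exceeded the measured one by more in WD than in CD, with a median gap of 1.02 on the log2 scale and a higher gap for 45 of the 60. Random lists stayed between -0.16 and 0.18 (their middle 95%). This argues against movement from heavy to light polysomes as the whole cause for these mRNAs. For the 16 other TOP mRNAs the median gap was -0.089, inside the random lists (-0.30 to 0.32), with 7 of the 16 higher. With so few mRNAs going both ways, movement between fractions and other causes cannot be told apart for them. The greater depth of the WD light library was examined by thinning its fragments. Thinning leaves the expected level of each mRNA unchanged by construction, so it tests only the effect of depth on small counts. Fragment numbers were inferred for 57 of the 76 mRNAs. When the library's fragments were thinned to 46.0% of their number, to match the CD light library, the median light fraction change of these 57 was 0.81, compared with 0.87 before, and that of the 47 ribosomal protein mRNAs among them was 0.86, compared with 0.87.

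Reads shared with pseudogene copies stay open. Within the list, the median light fraction change was 1.05 for 58 mRNAs with at least 6 named copies and -0.0051 for 18 with fewer, a difference that 0.3% of 10000 shuffles of the list reached. The direction was the same among ribosomal protein mRNAs (1.09 and 0.20) and among other TOP mRNAs (0.99 and -0.038). Outside the list, 22 genes with at least 11 copies had a median of -0.0087 (95% bootstrap interval -0.12 to 0.45) and 78 genes with at least 6 copies one of 0.078. These values point in opposite directions, so shared reads and an effect of the diet cannot be told apart for this list. The test of transcript length was void, because a relative length could be inferred for only 57 of the 76 mRNAs (75%). In it, random lists matched on length and expression had a median of -0.11, compared with 0.87 for the list. Movement of mRNAs without ribosomes into the light fraction was not tested. Differences between libraries were tested only for transcript length and for the effect of depth on small counts. Lower mTORC1 activity on the WD stays among the open explanations.

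The WD light library also held more loci that were high in it alone. Only loci with a symbol in the RefSeq annotation were counted. With more than 5 FPKM and more than 5 times the level of any other library, there were 63 such loci in the WD light fraction and between 3 and 6 in each other library. Of the 63, 16 belonged to the TOP list, and 16 of the other 47 (34.0%) had a named pseudogene copy, compared with 12.8% of other genes compared. No biological explanation of these loci was tested.

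Counting error was tested as an explanation of several summary results by redistributing fragments without a diet effect. The ratio of the SDs of ribosome density and abundance changes was 1.50 after redistribution and 1.64 as measured, and 840 genes were lower by 1.5 log2 in ribosome density, compared with 1147. Counting error could therefore give a large part of both results. What the rest reflects cannot be told apart, since single libraries hold differences between pools and library preparations as well as between diets. For mitochondrial ribosomal protein mRNAs, the 12 that were lower by 1.5 log2 lay inside the range from redistribution (median 8, range 3 to 14), as counting error alone would give.

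Across genes, which are not independent replicates, the abundance change was negatively correlated with the change in the heavy fraction over total RNA (-0.67 over all loci compared). In the genes with inferred fragments the correlation was -0.63, and it was -0.64 (range -0.68 to -0.61) after redistribution, in which the total RNA libraries enter both measures and no diet effect exists. The shared libraries are therefore a candidate explanation of this correlation.

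Other lists gave these values. For 36 proteasome subunit mRNAs, the median change was 0.081 in abundance and 0.058 in ribosome density, which became -0.085 and -0.17 with each library rescaled. For 17 abundant hepatocyte secreted protein mRNAs the median ribosome density change was 0.12, which became -0.19 with rescaling. For 15 histone genes the medians were 0 in abundance and -1.02 in ribosome density, with 5 higher and 10 lower. For 6 blood cell markers they were -0.64 and -2.18, and their median change in the light fraction was 1.96, with Hbb at 242 FPKM in the WD and 13.9 FPKM in the CD light fraction. For 11 Kupffer cell and macrophage markers they were 0.38 (percentile 99.1) and -0.44, with 9 of the 11 higher in abundance. For 2 adipocyte markers they were 0.37 and -0.46. Of the markers listed, these are 6 of 8 for blood cells, 11 of 11 for Kupffer cells and macrophages and 2 of 6 for adipocytes, the others having a mean below 1 FPKM or no locus. Fabp4 is among both the adipocyte markers and the steatosis mRNAs of Supplemental Table 4.

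Over the 8 mRNAs that the paper names for qRT-PCR or as examples, 7 were compared, with 4 higher in ribosome density. Mrpl33 was at 197 FPKM in the WD heavy fraction and 32.2 FPKM in CD total RNA and was listed at 0 in the other libraries.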
